# Global comparative transcriptome analysis of cartilage formation *in vivo*

**DOI:** 10.1186/1471-213X-9-20

**Published:** 2009-03-10

**Authors:** Trevor L Cameron, Daniele Belluoccio, Peter G Farlie, Bent Brachvogel, John F Bateman

## Abstract

**Background:**

During vertebrate embryogenesis the initial stages of bone formation by endochondral ossification involve the aggregation and proliferation of mesenchymal cells into condensations. Continued growth of the condensations and differentiation of the mesenchymal cells into chondrocytes results in the formation of cartilage templates, or anlagen, which prefigure the shape of the future bones. The chondrocytes in the anlagen further differentiate by undergoing a complex sequence of maturation and hypertrophy, and are eventually replaced by mineralized bone. Regulation of the onset of chondrogenesis is incompletely understood, and would be informed by comprehensive analyses of *in vivo *gene expression.

**Results:**

Tibial and fibular pre-condensed mesenchyme was microdissected from mouse hind limbs at 11.5 dpc, and the corresponding condensations at 12.5 dpc and cartilage anlagen at 13.5 dpc. Total RNA was isolated, and cRNA generated by linear amplification was interrogated using mouse whole genome microarrays. Differential expression was validated by quantitative PCR for *Agc1*, *Bmp8a*, *Col2a1*, *Fgfr4*, *Foxa3*, *Gdf5*, *Klf2*, *Klf4*, *Lepre1*, *Ncad*, *Sox11*, and *Trpv4*. Further, independent validation of the microarray data was achieved by *in situ *hybridization to analyse the expression of *Lepre1*, *Pcdh8*, *Sox11*, and *Trpv4 *from 11.5 dpc to 13.5 dpc during mouse hind limb development. We found significant differential expression of 931 genes during these early stages of chondrogenesis. Of these, 380 genes were down-regulated and 551 up-regulated. Our studies characterized the expression pattern of gene families previously associated with chondrogenesis, such as adhesion molecules, secreted signalling molecules, transcription factors, and extracellular matrix components. Gene ontology approaches identified 892 differentially expressed genes not previously identified during the initiation of chondrogenesis. These included several *Bmp, Gdf, Wnt, Sox and Fox *family members.

**Conclusion:**

These data represent the first global gene expression profiling analysis of chondrogenic tissues during *in vivo *development. They identify genes for further study on their functional roles in chondrogenesis, and provide a comprehensive and important resource for future studies on cartilage development and disease.

## Background

Developing a detailed knowledge of the developmental pathways involved in limb skeletogenesis is important for understanding skeletal abnormalities and disease processes, and for further unravelling the fundamental regulatory pathways that control development. The development of the vertebrate limb skeleton is initiated when multipotent mesenchymal cells in the limb bud aggregate to form mesenchymal condensations which prefigure the skeletal elements. Cells within the pre-chondrogenic condensation up-regulate cell adhesion mechanisms and begin to synthesize specific extracellular matrix molecules, and the condensations expand through a combination of proliferation and recruitment of surrounding mesenchyme. The generation of these condensations creates an environment which is conducive to chondrogenic differentiation [1,2]. As the cells differentiate into chondrocytes, they synthesize a framework of cartilage matrix, known as an anlage, in the approximate shape of the future bone. Chondrocytes in the centre of the anlage proceed through a series of discrete developmental stages that include proliferation, maturation and hypertrophy [1,3-7]. The hypertrophic cartilage is first calcified and then, following vascular invasion, replaced by primary bone that is subsequently remodelled to form secondary bone. This process radiates outwards from the centre of the anlage with the development of highly ordered growth plates that separate the cartilaginous epiphyses from the bony diaphysis. Later in development, secondary centres of ossification develop within the epiphyses and, with subsequent fusion of the ossification centres during puberty, endochondral ossification and bone growth ceases.

The regulatory network that controls early chondrogenesis is incompletely understood although several key components have been characterized. Prior to pre-chondrogenic mesenchymal condensation in the developing vertebrate limb bud, Bmp expression is upregulated in the mesenchyme flanking the anterior and posterior margins and in the presumptive interdigital mesenchyme, in a manner consistent with a role for these genes in limb patterning and in initiating chondrogenesis and skeletal development [8,9]. Furthermore, viral misexpression of the Bmp-antagonist, Noggin, in the developing limb during embryogenesis [10] and targeted over-expression of Noggin in chondroprogenitor cells [11], both result in complete blockage of mesenchymal condensation and chondrogenesis, proving the requirement for Bmp signalling in the initiation of chondrogenesis. Bmp signalling serves multiple purposes during the initiation of chondrogenesis; it may contribute to the recruitment of cells to the condensation, the proliferation of cells within the condensation, as well as regulating the expression of genes involved in driving the differentiation of condensed mesenchyme [2]. In addition to the roles of Bmps in skeletal development *per se*, Bmp, along with Bmp antagonists (eg., chordin and noggin) and members of the Gdf (growth and differentiation factor) family are involved in controlling the cartilage condensations that develop into the synovial joint. The Fgf family of growth factors and their receptors also play an important role in chondrocyte differentiation, possibly by limiting chondrocyte proliferation, since activating mutations in *FGFR3 *cause achondroplasia and thanatophoric dysplasia and *Fgfr3*-deficient mice have an enlarged growth plate. A critical component of chondrocyte lineage specification is Sox9 (a high mobility group transcription factor), which exerts its influence over chondrogenesis, in part, by regulating the expression of multiple cartilage-specific proteins including Col2a1 [12]. The influence of Sox9 on chondrogenesis is largely dependent upon Sox5 and Sox6, with which it co-regulates the chondrogenic program [13].

In addition to the signalling cascades, the extracellular matrix (ECM) plays a fundamental role in morphogenesis and development by regulating cell differentiation, proliferation, adhesion, and migration, and by modulating growth factor bioavailability. Mesenchymal condensations are characterized by the expression of a specific ECM, components of which include fibronectin [14], tenascin C [15], NG2 proteoglycan [16], syndecan [17], and chondroitin-sulphate proteoglycans [18]. The ECM has important roles in promoting the condensation and differentiation of mesenchymal cells [2]. As the cells differentiate into chondrocytes they express specific ECM components with unique functional and biological characteristics which are critical for cartilage structure and function [19,20]. The predominant, well-characterized cartilage matrix components are the proteoglycan, aggrecan, and members of the collagen protein family. Collagen II is a major homotrimeric collagen expressed throughout the cartilage that interacts specifically with other minor collagens such as IX and XI to modulate interfibrillar interactions between the heterotypic collagen fibrils [21]. Mutations in many of these collagen genes have been identified in human chondrodysplasias and in mouse models [7,22,23]. Collagen VI is a microfibrillar collagen which is found localized in the pericellular space around chondrocytes in epiphyseal cartilage.

Cartilage contains many other proteins, some of which have been well-characterized and whose roles in cartilage structure and function have been elucidated [19,24-27]. Some of the best characterized components are the small leucine-rich proteins (SLRPs), such as decorin, fibromodulin, lumican and biglycan which interact with collagen fibrils and influence collagen fibrillar architecture and function. These SLRPs have growth factor binding properties that may have profound influences on cartilage cell proliferation. Cartilage oligomeric matrix protein also binds collagen fibrils and may also mediate cell-matrix interactions. Other proteins include chondroadherin and thrombospondin which have cell-matrix binding properties; tenascins, osteonectin and members of the matrilin family, matrilins 1 and 3, that are thought to form interacting assemblies integrating the collagen and proteoglycan networks.

While a number of the chondrogenesis genes have been extensively characterized, the full spectrum of components involved in regulating chondrogenesis during limb development has yet to be determined. However, with the advent of high quality whole genome microarrays we now have the unique opportunity to determine the comprehensive gene expression pattern of processes such as chondrogenesis, to define novel components and further unravel the complex developmental processes involved. The application of such expression profiling approaches to cartilage formation *in vivo *has thus far been restricted by the technical challenge of obtaining high quality RNA from the target tissues. Consequently, expression studies to date have been conducted on either whole mouse limbs [28,29] or on *in vitro *models of chondrogenesis [30-32]. While these studies have been useful in identifying some chondrogenic genes, they suffer from the limitations of analysing heterogeneous tissues or the complex gene expression consequences that may result from *in vitro *culture.

In this study we report the first global gene expression profiling analysis of the transition of pre-condensed mesenchymal cells into mesenchymal condensations, and their subsequent differentiation into chondrocytes, using tissue microdissected from *in vivo *mouse limb buds. By comparison of the gene expression profiles of cartilage pre-condensation tissue at 11.5 dpc, mesenchymal condensations at 12.5 dpc, and differentiated cartilage tissue at 13.5 dpc, we were able to identify the candidate gene cohorts involved in the initiation of chondrogenesis and in the early development of cartilage anlagen. As well as identifying novel genes that may be critical in the regulation and maintenance of chondrogenesis, our data allowed us to present the first comprehensive expression analysis of the known developmentally important gene families during *in vivo *chondrogenesis during mouse limb skeletal development. These data provide confirmation of the role of many members of these key gene families, and also implicate other members of these, and other gene families in chondrogenesis for the first time.

## Results and discussion

### Microdissected samples from 11.5 dpc to 13.5 dpc encompass the initial developmental steps of chondrogenesis

Prior to microarray analysis, the differential expression of selected key markers of mesenchymal condensation and chondrogenesis was assayed by semi-quantitative PCR to confirm the developmental stage represented by each microdissected tissue sample (Fig. 1). The genes chosen for semi-quantitative PCR analysis were N-cadherin (*Ncad*), aggrecan (*Agc1*), collagen II (*Col2a1*), cartilage oligomeric matrix protein (*Comp*), cartilage link protein (*Hapln1*, hyaluronan and proteoglycan link protein 1) and the gene encoding S12 ribosomal RNA, which was included as a loading standard. Ncad is a cell-cell adhesion molecule whose role in mesenchymal condensation during limb development has been well characterized [33]. Expression of aggrecan, collagen II, Comp and cartilage link protein is indicative of cartilage formation [34].

**Figure 1:**
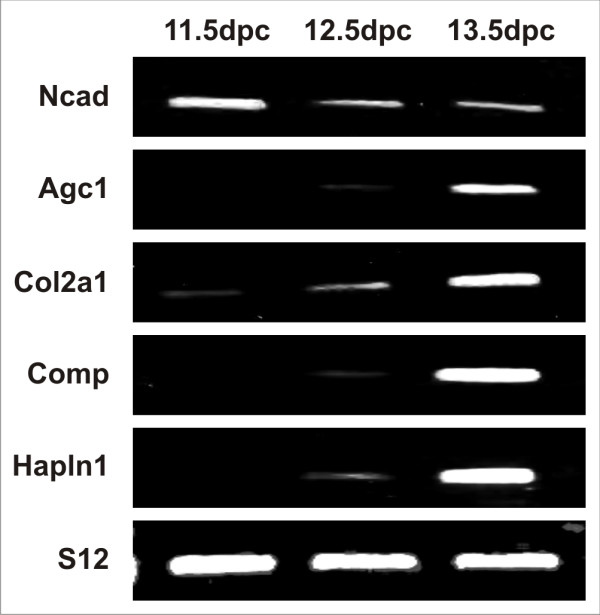
**Semi-quantitative PCR analysis of cartilage specific gene expression in microdissected limb cartilage condensations**. Agarose gel electrophoresis of PCR products generated by primers specific for N-cadherin (*Ncad*), aggrecan (*Agc1*), procollagen II alpha I (*Col2a1*), cartilage link protein (*Hapln1*; hyaluronan and proteoglycan link protein 1), and ribosomal protein S12 (*S12*).

Semi-quantitative PCR demonstrated *Ncad *transcripts were abundant at 11.5 dpc, immediately prior to the commencement of mesenchymal condensation. A marked decrease in *Ncad *transcription was observed by 12.5 dpc and this low level of expression was maintained until 13.5 dpc. *Agc1 *and *Col2a1 *were present at low levels in 11.5 dpc embryos, well before the deposition of significant extracellular matrix. Transcription of both these markers increased by 12.5 dpc, and they became highly abundant by 13.5 dpc. Neither *Comp *nor *Hapln1 *transcripts were present at levels detectable by semi-quantitative RT-PCR at 11.5 dpc. Low-level transcription of *Comp *and *Hapln1 *was observed at 12.5 dpc, and increased dramatically by 13.5 dpc. These data provided clear evidence that the microdissected regions of the limb buds represented mesenchymal condensations undergoing the *in vivo *transition from undifferentiated chondroprogenitor cells to differentiated chondrocytes.

### Whole genome expression profiling

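The 13 measured reference genes, which most tissues need, have a median log2 ratio of -0.05 between 13.5 and 11.5 dpc, which is 0.12 when the arrays are not centred, but 0.34 and -1.01 on the direct arrays. In the fit 0 of them differ by 3-fold over this interval. Actb, a cytoskeletal actin, has 0.37, and Gapdh, a glycolytic enzyme, has 0.05 but is 3.08-fold lower at 12.5 than at 11.5 dpc. The 80 genes for ribosomal proteins have a median of -0.17, which is 0.00 without centring, and this median is 1.29 in a fit of 1 dye combination and -1.69 in a fit of the other, so that dye and gene group are not independent here.
The measurements are 6 2-colour hybridisations of 3 RNA pools from mouse hind limbs: pre-condensed mesenchyme at 11.5 dpc (4 hind limbs), mesenchymal condensation at 12.5 dpc (3) and cartilage anlagen at 13.5 dpc (4). Each pair of time points was hybridised on 2 arrays with the dyes exchanged, and the arrays of a pair repeat the same RNA. With 1 pool per time point there is no replicate check of any difference, and no test across animals was made. The deposited value of a spot is the log2 ratio of its Cy5 to its Cy3 signal. The medians of the 6 columns are 0.725 and -0.355 for 12.5 against 11.5 dpc, -0.124 and -0.275 for 13.5 against 11.5 dpc, and 0.204 and 0.578 for 13.5 against 12.5 dpc, so the columns were not yet brought to a common centre. Between 11.57% and 27.826% of the values in a column are the logarithm of a ratio of whole numbers up to 12, against at most 2.092% after a small shift of all values, and spots on such ratios are called dim here, as a stand-in for weak signal. Each array was centred on its median and turned so that the later time point is above the line, and the 2 independent differences were fitted to all 6 arrays by least squares. Of 45220 spots, 41258 have a value on every array, and 33653 carry 1 gene symbol, which gives 19087 genes. A gene's value is the mean of its spots, or of the spots with the transcript listed in Additional file 2. The log2 ratios of the arrays in a pair correlate across spots, which are not independent replicates, with r of 0.554 for 13.5 against 11.5 dpc, 0.43 for 12.5 against 11.5 dpc and 0.381 for 13.5 against 12.5 dpc; without dim spots the 13.5 against 11.5 dpc value is 0.754. The technical error given below is the distance of either array of a pair from their mean. Its median over spots is 0.208, 0.21 and 0.228 log2 for the same 3 comparisons. It leaves out the choice of centre and the misfit around the loop of the 3 comparisons, which has an SD of 0.452 log2. Signal intensities were not used here, so apart from this stand-in no statement below concerns how strongly a gene is expressed.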

As an overall representation of the microarray hybridizations, M/A scatter plots were generated for each time point comparison in which the mean signal intensity (Average Log_2 _Intensity; A) for each microarray probe was plotted against the relative fold difference for that probe (Fig. 2). Negative control probes, which are not complementary to any mouse mRNA sequences, have been included on these microarrays by the manufacturer to gauge non-specific, background fluorescence. Using these probes, it was determined that an average Log_2 _intensity of less than or equal to six represented background fluorescence (indicated by dashed orange line in Fig. 2).

**Figure 2:**
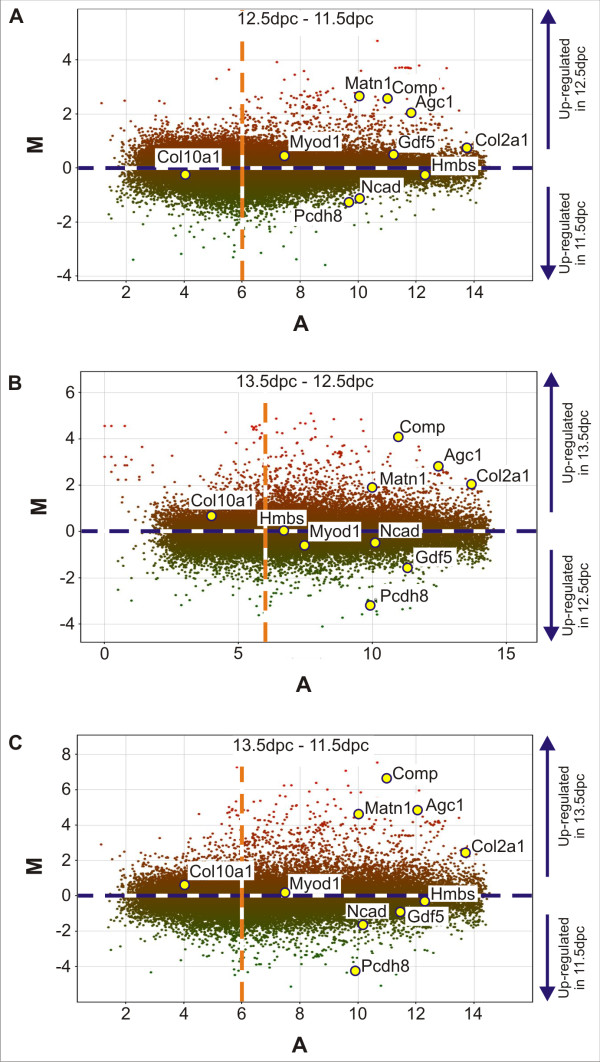
**Mouse whole genome microarray M/A scatter plots**. **A) **12.5 dpc – 11.5 dpc. **B) **13.5 dpc – 12.5 dpc. **C) **13.5 dpc – 11.5 dpc. M represents the log ratio of the two dyes and A represents the average Log_2 _intensity. Yellow spots with blue outline indicate the expression data for selected genes. The dashed blue line indicates a fold difference of zero representing no differential expression between the two samples analysed. The dashed orange line indicates a average Log_2 _intensity (A) of 6, representing the background signal intensity.

Scatter plot comparisons were generated by subtracting the signal intensity of 11.5 dpc from 12.5 dpc (Fig. 2A), 12.5 dpc from 13.5 dpc (Fig. 2B), and 11.5 dpc from 13.5 dpc (Fig. 2C). By plotting the data in this manner for each of the three comparisons, genes which were expressed in equal relative abundance between time points were plotted close to zero on the relative fold difference (vertical; M) axis. Genes which were more highly expressed at the later time points were plotted on the positive scale of the relative fold difference axis (red). Conversely, genes which were more highly expressed at the earlier time points were plotted on the negative scale of the relative fold difference axis (green). The data-points for selected markers of mesenchymal condensation (*Ncad*, growth differentiation factor 5 – *Gdf5*, and protocadherin 8 – *Pcdh8*), chondrogenesis (*Agc1*, *Col2a1*, *Comp *and matrilin 1 – *Matn1*), myogenesis (myogenic differentiation 1 – *Myod1*), and chondrocyte hypertrophy (procollagen type 10 alpha 1 – *Col10a1*), as well as a house keeping gene as an internal standard (hydroxymethylbilane synthase – *Hmbs*) have been highlighted in each scatter plot. It can be seen in each of the plots in Figure 2 that the selected markers of chondrogenesis were found to be expressed more highly in the later time point, while markers of mesenchymal condensation were found to be expressed more highly at the earlier time point. 

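The marker genes separate by step. From 11.5 to 12.5 dpc the log2 ratio is 1.88 for Acan, the core protein of the large cartilage proteoglycan, 2.34 for Comp, a pentameric matrix glycoprotein, and 2.42 for Matn1, a filament-forming matrix adaptor. From 12.5 to 13.5 dpc it is 2.80 for Acan, 4.23 for Comp and 2.12 for Matn1. Col2a1, the main fibrillar collagen of cartilage, has 0.38 in the earlier step, within its technical error of 0.46, and 2.15 in the later one. Its 2 direct arrays of 13.5 against 11.5 dpc lie far apart at 4.31 and 0.68. The condensation markers lie below 0 in the later step: Cdh2, a cell adhesion cadherin, with -0.72, Gdf5, a joint and condensation growth factor, with -1.34, and Pcdh8, a protocadherin of the paraxial and limb mesoderm, with -3.07. In the earlier step Cdh2 and Gdf5 have -0.12 and 0.13, within the technical error of their arrays, and Pcdh8 has -1.47.
Of a wider list of 30 measured cartilage matrix and chondrocyte genes, fixed before the data were examined but with the paper's tables already seen, 23 are at least 3-fold higher at 13.5 than at 11.5 dpc and 0 are lower. Of these 30, 12 pass 3-fold by 12.5 dpc. The median log2 ratio of the list is 2.74 over the whole interval.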

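Relative to 11.5 dpc, Col10a1, the collagen of hypertrophic cartilage, has a level of 1.38 at 12.5 dpc and 2.07 at 13.5 dpc. The log2 ratio over the whole interval is 1.05, with a technical error of 0.23. The paper places the signal of Col10a1 at background, so no difference of the gene is read from these values. Mmp13, a collagenase of late hypertrophic chondrocytes, has 0.34. Other genes of the same later programme differ by far more: Ihh, the signal of prehypertrophic chondrocytes, by 4.73, Alpl, the phosphatase of mineralising matrix, by 5.26, and Smpd3, a sphingomyelinase needed for mineralisation, by 5.34. Ibsp, an acidic glycoprotein of mineralising tissue, is 345-fold higher at 13.5 than at 11.5 dpc, and Panx3, a channel protein of prehypertrophic cells, 389-fold, with technical errors of 0.78 and 1.01 log2.
Of 18 measured genes of hypertrophy and mineralisation, 8 are at least 3-fold higher at 13.5 dpc, 0 are lower, and the median is 1.29, or 1.20 to 2.51 over the alternatives. These single genes were picked out of the list after their values were seen.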

Consistently, the average Log_2 _intensity for *Col10a1 *was found to be below six, confirming that *Col10a1*, a marker of cartilage hypertrophy, was not expressed in any of the microdissected tissues and that the cartilage anlagen microdissected at 13.5 dpc were pre-hypertrophic. 

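Myod1, the transcription factor that commits cells to the muscle lineage, has a log2 ratio of 0.15 between 13.5 and 11.5 dpc. Its 10 spots lie between 0.06 and 0.31. The technical error of 0.55 exceeds the ratio, and the direct arrays have opposite signs, 0.64 and -0.46. Myog, which drives muscle differentiation, has -0.13. Myf5, an early muscle determination factor, has -0.42 with spots from -1.24 to 1.21, and 9 of its 10 spots are dim.
Contractile genes differ in the other direction: Myh3, the embryonic heavy chain of myosin, has 3.03, Tnni2, a fast troponin, 2.77, and Acta1, skeletal actin, 1.98. Of 28 measured genes of skeletal muscle, 8 are at least 3-fold higher at 13.5 dpc and 0 are lower, with a median of 0.68. The genes beside Myod1 come from a list on which they were chosen after their values were seen.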

For *Myod1*, the average Log_2 _intensity was found to be very close to background level and the relative fold difference close to zero, indicating negligible *Myod1 *expression in these tissues, and suggesting that there was no significant contamination of the microdissected tissues by myogenic precursors.

In order to generate global representations of biological processes driving chondrogenesis, the microarray data were mined using OntoExpress gene ontology software. Genes up-regulated or down-regulated between 11.5 dpc to 13.5 dpc by at least three-fold, and for which an average Log_2 _intensity >6 was detected, were classified according to biological process (see Additional file 1). 

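At 13.5 dpc 609 genes are at least 3-fold higher and 556 at least 3-fold lower than at 11.5 dpc. Besides the matrix genes named elsewhere, the top of the upper group holds S100b, a calcium-binding protein of chondrocytes (log2 ratio 7.02), Snorc, a cartilage proteoglycan of the cell surface (7.03, with 8.08 and 4.00 on the direct arrays), and Epyc, a small proteoglycan of growth cartilage (6.92, from spots at 5.32 and 8.51). The top of the lower group holds Mecom, a zinc-finger regulator (52.0-fold lower), Spock3, a secreted proteoglycan (31.5-fold), Gas1, a membrane receptor that binds hedgehog proteins (24.6-fold), and Meis2, a homeodomain factor of the proximal limb (21.8-fold). These genes were chosen because of their values.
Among 30 transcription factors of limb bud patterning and progenitors, 8 are at least 3-fold lower and 2 higher, with a median of -0.69. Sall3, a zinc-finger factor of the limb bud, has -3.18, Isl1, which starts hind limb growth, has -2.88, and Alx4, an anterior limb regulator, has -2.57. Irx5, a regulator of proximal and anterior limb progenitors, has 2.92 in the other direction from a dim spot, and Dlx5, which acts in chondrocyte maturation, 2.13. Of 38 genes of the cell cycle and DNA replication, 35 lie below 0 and 4 pass 3-fold, with a median of -0.53, and of -0.15 and -1.03 on the direct arrays; Hells, a chromatin remodeller of dividing cells, has -2.18 and Top2a, the topoisomerase of dividing cells, -1.97.
Of 30 genes that modify or secrete collagen, 10 are at least 3-fold higher, 0 are lower, and the median is 1.19. Lox, which cross-links collagen, has 3.15, Colgalt2, a collagen galactosyltransferase, 2.82, and Serpinh1, the collagen chaperone, 2.26, though its direct arrays have opposite signs, 4.89 and -0.27.
Counted by spot, 1144 of 41258 are at least 3-fold higher and 1558 lower, so 42.3% of the differing spots are higher, and this becomes 57.5% when the arrays are not centred. Among all measured genes, whatever their fitted ratio, both direct arrays are at least 3-fold higher for 416 and at least 3-fold lower for 426. From 11.5 to 12.5 dpc 242 genes are higher and 66 lower, and from 12.5 to 13.5 dpc 308 are higher and 165 lower. This balance depends on the centring. Without it 1962 spots are higher and 54 lower in the earlier step, and 466 higher and 931 lower in the later one. It depends on dim spots too, which were set apart after seeing the data. In the earlier step they have a median log2 ratio of 0.447 and the other spots -0.183. Without dim spots 279 are higher and 195 lower in that step, against 572 and 218 with them. Of the 609 higher genes, 425 differ more in the later step, and of the 556 lower genes, 338. Without replicate 1 of 12.5 against 11.5 dpc the number of spots higher at 12.5 dpc is 1074, against 572 with all arrays, and without replicate 2 of 13.5 against 12.5 dpc the number lower at 13.5 dpc is 834, against 464.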

By this method, 931 significantly differentially expressed genes were identified – 380 down-regulated genes and 551 up-regulated genes. These genes are shown in Additional file 2. The full microarray dataset are available from the Gene Expression Omnibus (GEO) database repository .

### Validation of microarray data

Three approaches were taken to validate the microarray dataset generated in the present study – quantitative PCR (qPCR), *in situ *hybridization, and an extensive comparison of the gene expression dataset generated in this study with expression and function data pertaining to the same genes in the scientific literature. To provide microarray validation over a wide range of gene expression levels we performed qPCR on genes expressed at high levels by chondrocytes, such as extracellular matrix components (eg. *Col2a1*), and also those expressed at much lower levels, such as transcription factors (eg. *Foxa3*). In addition, array validation was performed for representative genes from the developmentally important gene families; adhesion molecules, secreted signalling molecules, transcription factors and extracellular matrix molecules.

### Quantitative PCR

Using unmodified cRNA samples amplified in parallel to those cRNA samples generated for the microarray analyses, qPCR was performed on selected genes as a technical validation for the microarray data. qPCR was performed on *Agc1 *(Fig. 3A), *Bmp8a *(Fig. 3B), *Col2a1 *(Fig. 3C), *Fgfr4 *(Fig. 3D), *Foxa3 *(Fig. 3E), *Gdf5 *(Fig. 3F), *Klf2 *(Fig. 3G), *Klf4 *(Fig. 3H), *Lepre1 *(Fig. 3I), *Ncad *(Fig. 3J), *Sox11 *(Fig. 3K), and *Trpv4 *(Fig. 3L). For each marker, a close correlation was observed between the pattern of differential gene expression determined using either technique, with highest expression for markers of mesenchymal condensation seen between 11.5 dpc and 12.5 dpc, and highest expression for markers of chondrogenesis seen at 13.5 dpc.

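On the arrays, 9 of the 12 genes assayed by both techniques are highest at 13.5 dpc: Acan, Bmp8a, Col2a1, Fgfr4, Foxa3, Klf2, Klf4, P3h1 (the prolyl hydroxylase named Lepre1 in the paper) and Trpv4. Gdf5, a growth factor of condensations and joints, is highest at 12.5 dpc, though its level there is above that at 11.5 dpc by less than the technical error. Cdh2, which joins mesenchymal cells, and Sox11, a transcription factor of progenitor cells, are highest at 11.5 dpc. For Cdh2 that level is above the one at 12.5 dpc by less than the technical error, and 3 of its 4 spots are dim. Klf4, a zinc-finger factor that restrains cell division, is 16.9-fold higher at 13.5 than at 11.5 dpc. Klf2, a related factor of endothelium and mesenchyme, is 5.54-fold higher as the mean of its spots, which disagree, with log2 ratios of 0.11 and 4.83. Quantitative PCR values were not analysed here.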

**Figure 3:**
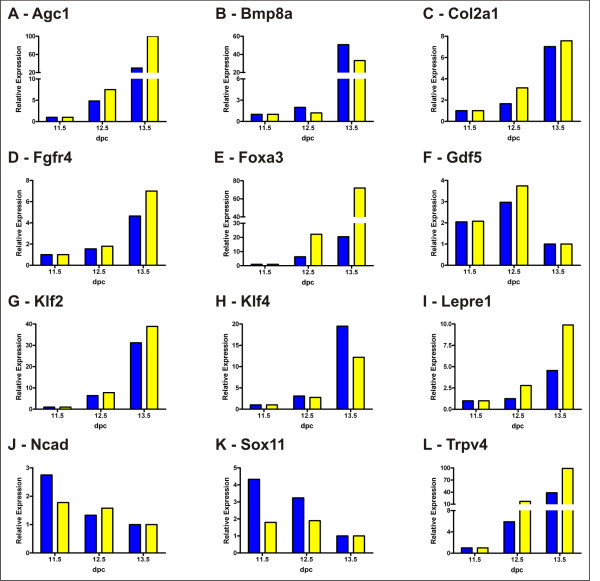
**Comparison of differential expression profiles of selected genes analysed by quantitative real time PCR or microarrays**. Expression was analyzed in amplified mRNA by quantitative real time PCR analysis (qPCR; yellow bars) or microarray analysis (blue bars) for **A) **aggrecan (*Agc1*); **B)**, *Bmp8a*; C), *Col2a1*; D), *Fgfr4*; E), *Foxa3*, F), *Gdf5*; G), *Klf2*, H), *Klf4*; I), *Lepre1*; J), *Ncad*; K), *Sox11*; L) *Trpv4*. qPCR experiments were performed in triplicate.

### *In situ *hybridization

In order to validate the microarray data further with independent, biological replicates, *in situ *hybridization was performed on sagittal sections from 11.5 dpc, 12.5 dpc, and 13.5 dpc mouse hind limb buds using probes for *Sox11 *(Fig. 4A–C), *Pcdh8 *(Fig. 4D–F), *Lepre1 *(Fig. 4G–I), and *Trpv4 *(Fig. 4J–L). In each case, the gene expression detected by *in situ *hybridization corroborated the expression profiles generated by microarray and clarified the expression of these genes in the limb bud beyond the microdissected areas.

**Figure 4:**
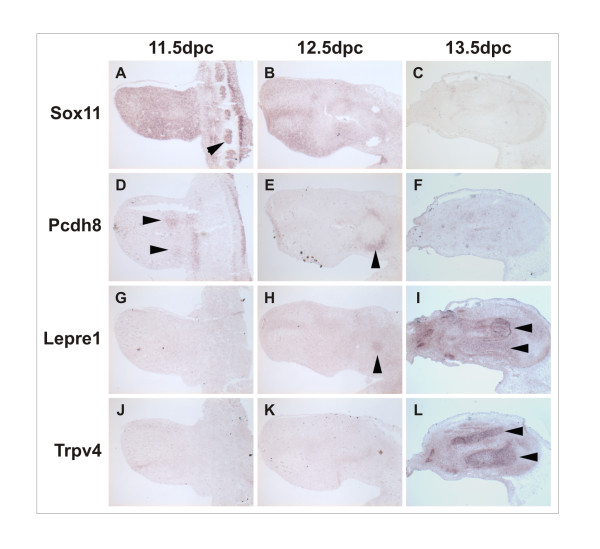
**In situ hybridization analysis of Sox11, Pcdh8, Lepre1 and Trpv4 in embryonic mouse hindlimbs**. Antisense probes were used to determine the level and distribution of mRNA for each gene. Expression of Sox11 is widespread throughout the limb bud and somites (arrowhead) at E11.5 but declines in level by E12.5 and becomes undetectable by E13.5. Pcdh8 is expressed within the pre-condensations of the tibia and fibula (arrowheads) at E11.5 but is downregulated by the condensation phase at E12.5. At this stage expression is detected in the tissue surrounding the femoral condensation (arrowhead) but declines to background levels by E13.5. Leprecan1 is not detectable at E11.5 but becomes visible in the femoral condensation at E12.5 (arrowhead) and is upregulated within the tibia and fibula at E13.5 (arrowheads). Trpv4 is not detectable within the limb buds at E11.5 or E12.5 but is strongly upregulated in the tibia and fibula at E13.5 (arrowheads). Distal is to the left in all images.

Strong expression of *Sox11 *was observed throughout the limb bud and also in the adjacent somites at 11.5 dpc (Fig. 4A). At 12.5 dpc, expression of *Sox11 *was generally weaker than at 11.5 dpc, and found to be most highly expressed in the interdigital mesenchyme distally, and localized to the tibial and fibular mesenchymal condensations, as well as the anterior and posterior margins of the limb bud proximally (Fig. 4B). At 13.5 dpc, *Sox11 *expression was very weak distally and absent from the tibia and fibula (Fig. 4C). This pattern of *Sox11 *expression agrees with the expression profiles generated by microarray and qPCR, where *Sox11 *was found to be down-regulated during development of the tibial and fibular cartilage anlagen. Similarly, *Pcdh8 *also exhibited declining expression levels from 11.5 dpc–13.5 dpc. 

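Relative to 13.5 dpc, Sox11, a transcription factor of neural and mesenchymal progenitors, has a level of 3.03 at 11.5 dpc and 1.82 at 12.5 dpc. Its fitted log2 ratio between 13.5 and 11.5 dpc is -1.60, with a technical error of 0.65. The spots used lie on both sides of the 3-fold line, at -1.70 and -1.50. The difference is therefore larger than the spread between the arrays, while its rank against 3-fold depends on the spot.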

At 11.5 dpc, *Pcdh8 *expression was detected in the precondensed tibial and fibular mesenchyme (Fig. 4D) but was absent from the distal limb at E12.5 (Fig 4E). In contrast, Pcdh8 expression at E12.5 was predominantly detected surrounding the femoral condensation (Fig 4E) but became undetectable within the limb by E13.5 (Fig 4F). Thus, as with the expression profile generated by microarray for *Pcdh8*, *in situ *hybridization confirmed that expression of *Pcdh8 *is down-regulated in the areas of tibial and fibular development.

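Pcdh8, a protocadherin that mediates cell sorting in mesoderm, has levels of 23.3, 8.42 and 1 at 11.5, 12.5 and 13.5 dpc. Only 1 spot carries this gene. Its 2 direct arrays of 13.5 against 11.5 dpc give log2 ratios of -4.30 and -4.80, far from 0 against a technical error of 0.25.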

*Lepre1 *expression was not detectable in the limb bud at 11.5 dpc (Fig. 4G). By 12.5 dpc, weak expression of *Lepre1 *was observed in the femoral, tibial, and fibular prechondrogenic mesenchymal condensations (Fig. 4H). *Lepre1 *was found to be highly expressed throughout the cartilage anlagen, though not in the perichondrium, at 13.5 dpc (Fig 4I). Similar results were obtained for *Trpv4*, which was not detectable at either 11.5 dpc (Fig. 4J) or 12.5 dpc (Fig. 4K), but which was highly expressed throughout the cartilage anlagen at 13.5 dpc (Fig. 4L).

The *in situ *hybridization data presented here for *Sox11*, *Pcdh8*, *Lepre1*, and *Trpv4 *are consistent with the expression profiles generated for these genes in the present study by microarray analysis and qPCR. 

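P3h1, an enzyme that hydroxylates proline in collagen chains (Lepre1 in the paper), has levels of 1, 1.09 and 4.19 at 11.5, 12.5 and 13.5 dpc. Trpv4, a calcium channel of chondrocytes, has 1, 4.47 and 33.3 at the same time points. P3h1 thus differs mainly in the later step and Trpv4 in both. At 12.5 dpc the paper's in situ hybridisation has it the other way, with weak Lepre1 signal and none detected for Trpv4. Ratios between pools and detection in sections are unlike measures. The direct arrays of 13.5 against 11.5 dpc give log2 ratios of 2.28 and 1.84 for P3h1 and of 6.03 and 3.83 for Trpv4, the same sign on each.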

In so doing, they reinforce the utility of the present microarray dataset for providing accurate information about the expression profiles of developing chondrogenic tissues *in vivo*.

### Comparative literature analysis

As a third approach to validating the microarray data generated in the present study, an extensive survey of the scientific literature was carried out in order to compare our gene expression dataset with expression and function data pertaining to the same genes examined in previous studies (see Additional file 3). For the 50 genes surveyed, we found that our expression profiles were highly consistent with previously published data, emphasising the value of the present dataset as a tool for further understanding the dynamic gene expression environment controlling *in vivo *chondrogenesis.

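Of the 50 genes in Additional file 3, 48 have a spot annotated to them. Ccn2, a matricellular growth factor of cartilage, is 27.5-fold higher at 13.5 than at 11.5 dpc, Vdr, the vitamin D receptor, 20.7-fold, and Mmp9, a gelatinase of cartilage remodelling, 10.8-fold. The direct arrays of Ccn2 lie apart at 6.11 and 3.52 log2. Tagln2, an actin-binding protein, is 3.04-fold higher. Runx3, a transcription factor of chondrocyte maturation, is 2.84-fold higher, and its spots disagree, with log2 ratios of 0.68 and 2.33. On the lower side Msx2, a homeobox factor of undifferentiated limb mesenchyme, is 4.06-fold lower, Pdgfra, a growth factor receptor of mesenchyme, 3.25-fold, with spots from -1.88 to -0.29, and Stmn1, which destabilises microtubules in dividing cells, 3.12-fold.
For the interval from 11.5 to 13.5 dpc, 39 of the 48 folds lie within 1.5 times of those listed or within a technical SD. For 11.5 to 12.5 dpc 43 do. That SD is the one between the fits of each dye combination alone. Across genes, which are not independent replicates, the log2 folds here and those listed have a Pearson r of 0.977 and 0.937. The listed folds come from the same hybridisations, so this checks the processing and is not independent evidence.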

### Differential expression of gene families during chondrogenesis

#### Adhesion Molecules

Consistent with their roles in mediating cell-cell contacts, it was found that most protocadherins (Fig. 5A) and cadherins (Fig. 5B) were down-regulated from 11.5 dpc – immediately prior to the commencement of mesenchymal condensation, to 13.5 dpc – when cartilage anlagen have formed. 

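Among 42 measured protocadherins, 6 are at least 3-fold lower at 13.5 than at 11.5 dpc, 0 are higher, and 30 lie below 0, with a median log2 ratio of -0.30. Among all 23 annotated cadherins, which need not be the set of the figure, 1 is at least 3-fold lower and 0 are higher. More cadherins lie above 0 (14) than below (9), and their median is 0.11, or 0.28 when the arrays are not centred and -0.42 without dim spots, a choice made after seeing the data. The medians of the direct arrays have opposite signs for the cadherins, -0.49 and 0.16. For protocadherins the direct arrays have -0.50 and -0.38.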

The protocadherins are a family of type I membrane proteins belonging to the cadherin superfamily which are characterized by multiple extracellular cadherin domains and unique intracellular domains bridged by a single membrane-spanning segment [35]. The function of the protocadherins is unclear and while they may function in cell-cell adhesion, they are also likely to have a role in intercellular signalling. Of the differentially regulated protocadherin (*Pcdh*) genes (Fig. 5A), the most highly down-regulated were *Pcdh8 *and *Pcdh10*. 

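Pcdh8 has a log2 ratio of -4.55 between 13.5 and 11.5 dpc, and Pcdh10, a protocadherin of migrating cells and axons, has -3.74. Others at least 3-fold lower are Pcdh17, a homophilic adhesion protein best known from synapses, with -2.19, and Pcdh7, an adhesion molecule that binds a phosphatase inside the cell, with -2.02. All have technical errors of at most 0.27. Pcdh17 and Pcdh7 were picked out after the values of the family were seen.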

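Pcdh9, an adhesion protein of neurons and mesenchyme, is 4.94-fold lower at 13.5 than at 11.5 dpc. Pcdh18, which takes part in cell movement, is 3.29-fold lower. At 12.5 dpc Pcdh9 still has 2.21 times and Pcdh18 2.18 times its level of 13.5 dpc.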

*Pcdh9 *and *Pcdh18 *were also found to be significantly down-regulated, but more highly expressed than *Pcdh8 *and *Pcdh10*. 

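The largest upward log2 ratio of 13.5 against 11.5 dpc among the protocadherins is 1.30, for Pcdha4, a clustered protocadherin with a role in neuronal identity. Its single spot is dim, and its technical error is 0.88. Pcdhga4, from the neighbouring cluster, follows with 1.04 and a technical error of 0.11. Both stay below 3-fold.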

None of the protocadherins were found to be significantly up-regulated during *in vivo *chondrogenesis. To date, none of the protocadherins have been implicated in chondrogenesis, and *Pcdh8 *is the only protocadherin previously found to be expressed during limb development [36].

**Figure 5:**
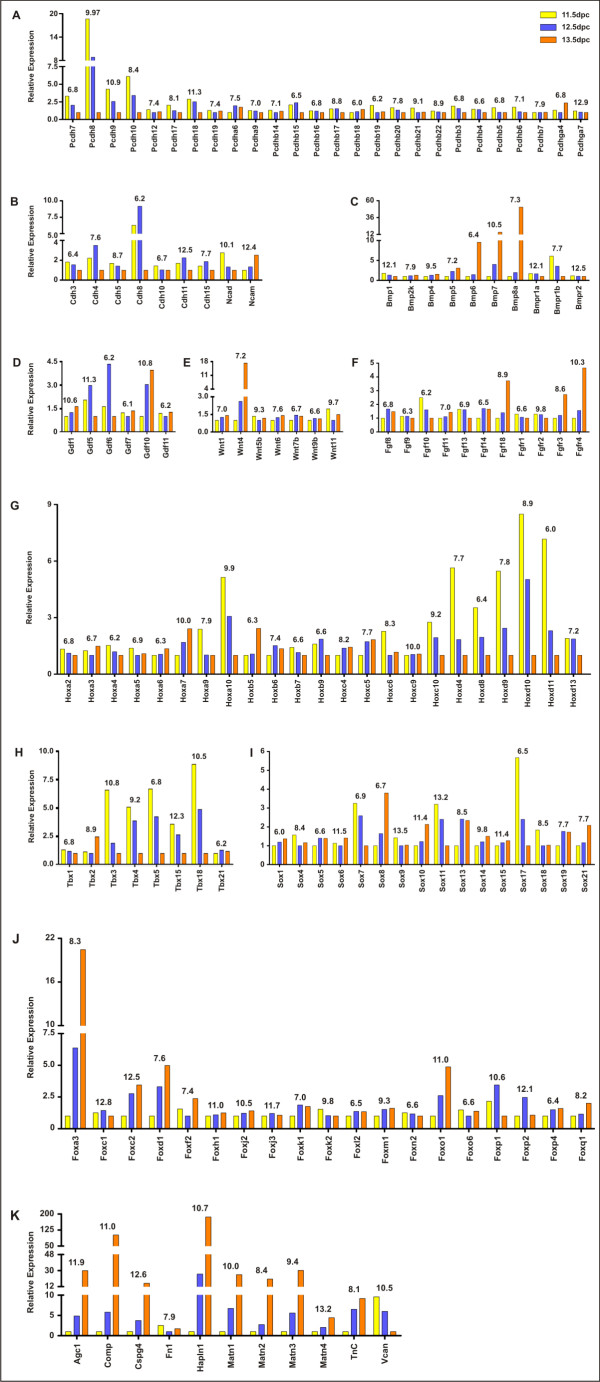
**Microarray differential expression profiles of selected developmental gene families**. **A)**, protocadherins (*Pcdh*); **B)**, cadherins (*Cdh*); **C)**, bone morphogenetic proteins and bone morphogenetic protein receptors (*Bmp *and *Bmpr*); **D)**, growth differentiation factors (*Gdf*); **E)**, Wnt family, (*Wnt*); **F)**, fibroblast growth factors and fibroblast growth factor receptors (*Fgf *and *Fgfr*); **G)**, homeobox transcription factors (*Hox*); **H)**, T-box transcription factors (*Tbx*); **I)**, Sry-like homeobox transcription factors (*Sox*); **J)**, forkhead/winged helix box transcription factors (*Fox*); **K)**, selected non-collagenous extracellular matrix molecules. Yellow bars indicate relative expression at 11.5 dpc. Blue bars indicate relative expression at 12.5 dpc. Orange bars indicate relative expression at 13.5 dpc. For each gene, the time point at which the relative expression was lowest was defined as one, and this was used to calculate the relative expression at the remaining time points. Numbers above each gene denote average Log_2 _intensity (A) for that gene.

The cadherin genes encode membrane-spanning proteins characterized by multiple cadherin domains which mediate calcium-dependent homophilic adhesion between neighbouring cells in a wide range of developmental processes [37]. Among the cadherin (*Cdh*) genes (Fig. 5B), *Cdh8 *and *Cdh4 *were found to exhibit the highest differential expression. Notably, expression of both of these genes peaked during mesenchymal condensation at 12.5 dpc, before being down-regulated in the cartilage anlagen at 13.5 dpc. 

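Cdh8, a cadherin best known from the nervous system, has levels of 8.85, 12.8 and 1 at 11.5, 12.5 and 13.5 dpc. They are read from 1 of its 3 spots, the one with the transcript listed in Additional file 2. The Cdh8 log2 ratio of 12.5 over 11.5 dpc is 0.53, above the technical error of 0.07, which leaves out the centring and the misfit around the loop. Cdh4, a cadherin of retina and muscle, has 1.09, 1.49 and 1, and its 12.5 over 11.5 dpc ratio is 0.45 with an error of 0.08. The spots of Cdh4 disagree over the whole interval, from -1.41 to 0.68.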

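Cdh11, a cadherin of loose mesenchyme and bone-forming cells, has levels of 1.86, 1.38 and 1 at 11.5, 12.5 and 13.5 dpc. Its 3 spots lie between -1.54 and -0.33 log2 for 13.5 against 11.5 dpc, all below 0 and all short of 3-fold.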

*Cdh11*, although not significantly differentially expressed, was found to be very highly expressed throughout *in vivo *chondrogenesis. *Cdh11 *has recently been shown to be a discriminative factor between articular and growth plate cartilage chondrocytes [38]. 

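Cdh2, the cadherin that joins condensing mesenchymal cells, is 1.8-fold higher at 11.5 dpc and 1.65-fold higher at 12.5 dpc than at 13.5 dpc, as the mean of 4 spots. Its spots disagree, from -1.67 to -0.16 log2, and 3 of the 4 are dim. The direct arrays of 13.5 against 11.5 dpc give -1.41 and -0.44.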

N-cadherin (*Ncad*, *Cdh2*) was found to be very highly expressed and was down-regulated by almost 3-fold from 11.5 dpc to 13.5 dpc, consistent with its characterized role in condensation.

*Ncam *was highly expressed throughout *in vivo *chondrogenesis, and marginally up-regulated between 11.5 dpc and 13.5 dpc. It is recognized that in the context of chondrogenesis, cell-cell adhesion is most likely mediated primarily by Cdh2 [33] and Cdh11 – in conjunction with other factors such as Ncam1 [39]. This view is supported by the findings presented here, in which *Ncam1*, along with *Cdh2 *and *Cdh11 *were highly expressed during the initiation of chondrogenesis, while other cadherins were expressed at a much lower level (Fig. 5B).

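Ncam1, the neural cell adhesion molecule also found in condensations, is 2.49-fold higher at 13.5 than at 11.5 dpc as the mean of the spots used. Those spots disagree, with log2 ratios from 0.33 to 2.37. Most of the difference arises after 12.5 dpc, where the level is 1.24 times that of 11.5 dpc. Over both measured genes of this family the median log2 ratio is 0.81.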

#### Secreted signalling molecules

The relative differential expression of genes belonging to major families of signalling molecules secreted during *in vivo *chondrogenesis are shown (Fig. 5C–F). Included in this category are the bone morphogenetic protein (*Bmp*) family (Fig. 5C), the growth differentiation factor (*Gdf*) family (Fig. 5D), the wingless-related MMTV integration site (*Wnt*) family (Fig. 5E), and the fibroblast growth factor family (Fig. 5F). The chondroinductive potential of the Bmp family has been extensively analysed, and it is known that chondrogenesis may be induced by the activity of Bmp2 [40], Bmp4 [41], Bmp5 [42], Bmp6 [43], and Bmp7 [44]. Moreover, expression of Bmp8a in developing long bones has been demonstrated, and it is known to map to the mouse achondroplasia locus [45], suggesting that it too may be an important regulator of chondrogenesis. 

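Bmp8a, a bone morphogenetic protein of growth plate cartilage, has levels of 1, 2.21 and 62.5 at 11.5, 12.5 and 13.5 dpc, with log2 ratios of 1.14 in the earlier and 4.82 in the later step. Its technical error over the whole interval is 0.58 log2. Among 16 measured genes for bone morphogenetic proteins and their receptors, 4 are at least 3-fold higher, 1 is lower, and the median log2 ratio is 0.57. The lower gene is Bmpr1b, the receptor through which condensations respond, with -3.04. Bmp15, an oocyte factor, passes 3-fold upward from a single dim spot with a value on only 1 of the direct arrays. Bmpr1b and Bmp15 were picked out after their values were seen.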

Consistent with these observations, *Bmp8a *was found to be the most highly differentially expressed Bmp gene, up-regulated over 50-fold between 11.5 dpc and 13.5 dpc. *Bmp6 *and *Bmp7 *were also highly differentially expressed. 

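Bmp7, a growth factor that promotes chondrocyte growth, is 12.7-fold higher at 13.5 than at 11.5 dpc, and its 11 spots lie between 3.58 and 3.75 log2. Bmp6, a growth factor of maturing chondrocytes, is 6.46-fold higher, with spots at 2.02 and 3.36 and 1 of them dim. By 12.5 dpc Bmp7 has reached 2.91 times and Bmp6 2.07 times the level of 11.5 dpc.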

*Bmp7 *was more highly expressed than *Bmp8a*, while overall expression of *Bmp6 *was low. Although not highly differentially expressed, *Bmp1 *was found, like *Bmp7*, to be very highly expressed. 

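Bmp1, the protease that trims procollagen, has a log2 ratio of 0.04 between 13.5 and 11.5 dpc. This is the mean of 2 spots that disagree, -0.95 and 1.03. The direct arrays have opposite signs, 0.31 and -0.24. No difference can be read for Bmp1 in either direction.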

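The 10 spots of Bmp2, a growth factor of chondrocyte growth and hypertrophy, have a mean log2 ratio of 0.72 between 13.5 and 11.5 dpc. They disagree on whether 3-fold is reached, from 0.34 to 1.72, and 5 of the 10 are dim. The technical error is 0.39.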

Expression of *Bmp2 *was found to be absent from this assay of *in vivo *chondrogenesis.

It is known that the Gdf family contributes to the regulation of chondrogenesis. Gdf5 may induce chondrogenesis *in vitro *[46], and it has been used to induce ectopic chondrogenesis *in vivo*, in part by stimulating expression of another marker of chondrogenesis, transcription factor Barx2 [47]. Moreover, single gene knock-outs of *Gdf5 *and *Gdf6 *resulted in defects in multiple elements of the appendicular and craniofacial skeletons, while a more severe skeletal phenotype was observed for the *Gdf5*/*Gdf6 *double knock-out mouse [48]. These findings are consistent with the extremely similar differential expression profiles determined for *Gdf5 *and *Gdf6 *in the present study, in which the expression of both genes peaked significantly at 12.5 dpc (Fig. 5D). By contrast, little is known of the role of Gdf10 in chondrogenesis. Indeed, the only report to date in which *Gdf10 *has been implicated in skeletal biology concerned its expression during bone repair in a model of fracture healing [49]. 

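Gdf5, which starts joint and cartilage formation, has levels of 2.31, 2.52 and 1 at 11.5, 12.5 and 13.5 dpc. Gdf6, its close relative at other joints, has 1.78, 5.66 and 1. For Gdf6 the ratio of 12.5 over 11.5 dpc is 1.67 log2 with a technical error of 0.48. For Gdf5 the same ratio is smaller than its error of 0.17, so the centred arrays do not separate its 11.5 and 12.5 dpc levels. Centring matters in this step: without it the median ratio of all spots is 0.48 log2, in place of 0.03.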

The steady up-regulation of *Gdf10 *observed between 11.5 dpc and 13.5 dpc in the present study however, suggests that Gdf10 may play an important role in mesenchymal condensation and chondrocyte maturation. 

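Gdf10, a growth factor close to the bone morphogenetic proteins, has levels of 1, 2.34 and 3.57 at 11.5, 12.5 and 13.5 dpc. In log2 the earlier step is 1.23 and the later one 0.61, against technical errors of 0.22 and 0.23. Both direct arrays of 13.5 against 11.5 dpc have the same sign, 2.03 and 1.70.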

Overall, six *Gdf *genes were expressed during *in vivo *chondrogenesis (Fig. 5D). *Gdf6 *was found to be most highly differentially expressed, peaking at 12.5 dpc, although overall expression of *Gdf6 *was very low. Both *Gdf5 *and *Gdf10 *were strongly expressed, and highly differentially expressed. *Gdf1*, although not highly differentially expressed, was found to be expressed strongly throughout *in vivo *chondrogenesis.

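Gdf1, a growth factor of left-right patterning, has a log2 ratio of 0.46 between 13.5 and 11.5 dpc, with a technical error of 0.23. Of 9 measured growth and differentiation factors, 1 is at least 3-fold higher, 0 are lower, and the median is 0.22.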

It is well established that Wnt proteins mediate important signalling pathways at various stages of chondrogenesis. Accordingly, Wnt gene expression *in vivo *is found to be spatially and temporally restricted within the developing cartilage anlage. *Wnt4 *expression is localized to the developing joints, *Wnt5a *to the perichondrium, and *Wnt5b *to the perichondrium and prehypertrophic chondrocytes [50,51]. Moreover, functional work presented in the same studies demonstrated that Wnt4 promotes chondrocyte hypertrophy, while Wnt5a and Wnt5b operate conversely, by impeding terminal chondrocyte differentiation. Thus, while the data generated by microarray analysis here provides valuable information about relative expression levels, the authors recognise that it cannot provide information regarding the spatial distribution of transcripts within the microdissected tissues. Among the *Wnt *family, only *Wnt11 *and *Wnt5b *were strongly expressed, and only one *Wnt *(*Wnt4*) was found to be highly differentially expressed and dramatically up-regulated between 12.5 dpc and 13.5 dpc (Fig. 5E). Conversely, frizzled-related protein (*Frzb*), a Wnt antagonist, was found to be strongly expressed, and down-regulated between 11.5 dpc and 13.5 dpc (see Additional file 2).

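Wnt4, a signal that speeds chondrocyte maturation, has a log2 ratio of 4.27 between 13.5 and 11.5 dpc, made of 1.59 in the earlier step and 2.69 in the later one. Wnt10b, a signal that favours bone over fat, has 2.41 and is the other of the 2 members at least 3-fold higher. The paper's filter on intensity was not applied to either. Wnt11, which guides cell movement, has -0.69. Wnt5b, which delays hypertrophy, has -0.13, and its spots disagree, -0.42 and 0.16. Of 19 measured Wnt genes, 0 are at least 3-fold lower, and the median is 0.22, which is -0.04 in a fit of dye combination 1 alone.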

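Frzb, a secreted antagonist that shields cartilage from Wnt signals, has a log2 ratio of -2.38 between 13.5 and 11.5 dpc. Most of this lies in the earlier step, -1.97 from 11.5 to 12.5 dpc. Sfrp2, a related antagonist, has -4.20, and Lef1, a transcription factor that mediates Wnt signals, 2.26. Of 16 measured Wnt antagonists and targets, 2 are at least 3-fold higher and 2 lower, with a median of 0.27 and a mean of -0.08. Of 10 measured frizzled receptors, 1 is at least 3-fold higher, namely Fzd9, a receptor of bone-forming cells, with 2.80; 0 are lower, and the median is -0.35. Sfrp2, Lef1 and Fzd9 were chosen after their values were seen.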

Despite their prominent role in controlling aspects of endochondral bone growth, little is known about the expression or function of Fgf ligands and Fgf receptors within mesenchymal condensations and subsequent cartilage anlagen [52]. Recent work however points to a role for Fgf18 in regulating chondrocyte proliferation and hypertrophy during the earliest stages of chondrogenesis (expression being detected as early as 14.5 dpc) through interaction with Fgfr3 [53]. 

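Fgf18, a growth factor that restrains chondrocyte division, is 3.21-fold higher at 13.5 than at 11.5 dpc. Fgfr3, its main receptor in cartilage, is 2.71-fold higher, and its 3 spots straddle the 3-fold line, from 1.26 to 1.68 log2. At 12.5 dpc Fgf18 has 1.12 times and Fgfr3 1.16 times the level of 11.5 dpc, so both differ almost only in the later step. Fgf5, a growth factor of limb mesenchyme and hair, is 9.04-fold higher at 13.5 than at 11.5 dpc and was picked out after its value was seen. Of 21 measured Fgf ligands, 2 are at least 3-fold higher, 0 are lower, and the median log2 ratio is 0.32.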

Our differential expression data (Fig. 5F) support and extend these findings by revealing significant up-regulation of both *Fgf18 *and *Fgfr3 *between 11.5 dpc and 13.5 dpc, and by clarifying the differential expression patterns of *Fgf *ligands and *Fgf *receptors within chondrogenic tissue *in vivo*. Of considerable interest was the finding that *Fgfr4 *expression is significantly up-regulated between 11.5 dpc and 13.5 dpc. 

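Fgfr4, a receptor with a known role in limb muscle, has levels of 1, 1.19 and 4.06 at 11.5, 12.5 and 13.5 dpc. The technical error over the whole interval is 0.46 log2. Of the 4 measured receptors it is the only one to pass 3-fold, read from 1 of its 3 spots, the one with the listed transcript. Fgfr1, the receptor of limb mesenchyme, has -0.41 and Fgfr2, the receptor of ectoderm and condensations, -0.05, and the spots of each disagree in sign, from -0.97 to 0.49 and from -0.23 to 0.91.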

Fgfr4 has not previously been associated with chondrogenesis, although it is known to mediate early events in the signalling cascade regulating skeletal muscle development in the developing limb [54]. The *Fgfr4 *differential expression data presented here imply that in addition to the role of Fgf4 in myogenesis, it may also have a role in chondrogenesis.

#### Transcription factors

The first families of transcription factors considered here are the homeo box (*Hox*) genes (Fig. 5G). 

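Of 37 measured Hox genes, 25 have a log2 ratio below 0 between 13.5 and 11.5 dpc, 8 are at least 3-fold lower, and 0 are higher. The median of the family is -0.43, and the direct arrays give -0.46 and -0.41. For paralogue groups 9 to 13, which pattern the middle and distal limb, the median of 15 genes is -0.45 with 5 at least 3-fold lower, and over the alternatives it lies between -1.77, without dim spots (chosen after seeing the data), and -0.29, when the arrays are not centred. For groups 1 to 8 the median of 22 genes is -0.16 with 3 lower, and that median is 0.01 when the arrays are not centred and 0.03 in a fit of dye combination 1 alone.

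**Figure D1:**
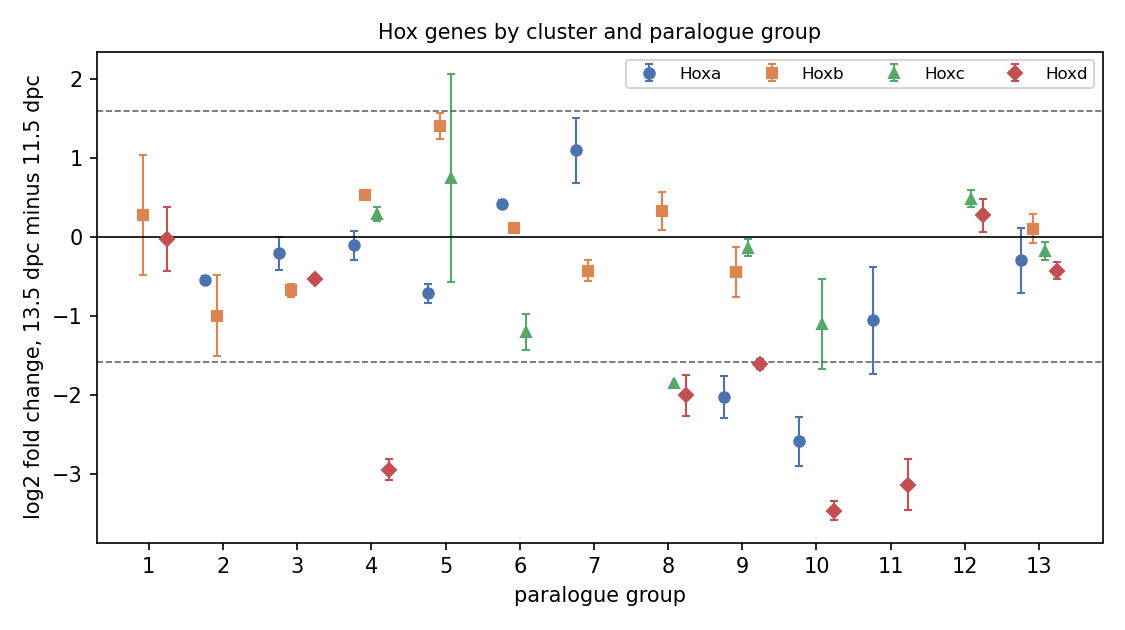
Log2 ratio of 13.5 over 11.5 dpc for each measured Hox gene, by cluster and paralogue group. Error bars show the technical error, and dashed lines mark 3-fold.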

A large group of genes comprised of four gene clusters, the *Hox *genes were mostly found to be down-regulated from 11.5 dpc to 13.5 dpc, although the opposite trend was observed for some *Hox *genes. Only three members (*Hoxa7*, *Hoxa10*, and *Hoxa11*) of the *Hoxa *gene cluster were strongly expressed. The most highly differentially expressed of these was *Hoxa10*. 

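Hoxa10, a regulator of the upper hind limb skeleton, is 6.04-fold lower at 13.5 than at 11.5 dpc, and 2.71-fold lower than at 12.5 dpc. Hoxa9, a neighbour with overlapping roles in the limb, is 4.08-fold lower over the whole interval. The direct arrays of 13.5 against 11.5 dpc have the same sign for each, -2.27 and -2.89 for Hoxa10 and -1.79 and -2.33 for Hoxa9.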

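Hoxa7, a trunk patterning gene, is 2.13-fold higher at 13.5 than at 11.5 dpc. Hoxa11, which patterns the lower leg and forearm, is 2.09-fold lower, and its direct arrays differ in size, -0.37 and -1.72 log2. The technical error is 0.41 for Hoxa7 and 0.68 for Hoxa11.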

*Hoxa7 *and *Hoxa11 *were more strongly expressed than *Hoxa10 *however, although neither was significantly differentially expressed. Four *Hoxb *genes were weakly expressed during *in vivo *chondrogenesis, and none of them were highly differentially expressed. 

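Hoxb2, a hindbrain and neural crest gene, is 2.0-fold lower at 13.5 than at 11.5 dpc with a technical error of 0.51 log2. Hoxb3, a gene of hindbrain and neck patterning, has a log2 ratio of -0.68 from a dim spot. Hoxb7, which acts in trunk mesoderm, has -0.43 and Hoxb9, which acts in the thorax and forelimb field, -0.45. Hoxb6, expressed in lateral plate mesoderm, has 0.11 and Hoxb8, a gene of the early forelimb bud, 0.32, and the spots of both disagree in sign. None of these reaches 3-fold.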

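Hoxc10, a gene of the hind limb and lumbar region, is 2.16-fold lower at 13.5 than at 11.5 dpc as the mean of its spots. They disagree, -1.77 and -0.46 log2, and 1 is dim. The level at 12.5 dpc is 2.05 times that of 13.5 dpc, so the difference arises in the later step.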

Only one *Hoxc *gene (*Hoxc10*) was highly differentially expressed during *in vivo *chondrogenesis, down-regulated by almost 3-fold from 11.5 dpc to 13.5 dpc. None of the other *Hoxc *genes were significantly differentially expressed, although the expression level of *Hoxc9 *was found to be very high throughout the time course. 

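Hoxc9, a regulator of thoracic identity, has a log2 ratio of -0.14 between 13.5 and 11.5 dpc, with a technical error of 0.11. Hoxc8, a gene of thoracic and limb cartilage, has -1.85, which is beyond 3-fold, but from a single dim spot with a value on only 1 of the direct arrays.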

Most of the *Hoxd *gene cluster were very weakly expressed. 

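Hoxd10, which patterns the hind limb skeleton and its innervation, is 11.1-fold lower at 13.5 than at 11.5 dpc. Hoxd11, which shapes the lower leg and forearm, is 8.84-fold lower. Hoxd9, which acts in the upper limb segment, is 3.06-fold lower as the mean of spots that disagree, -2.84 and -0.38 log2. Hoxd13, the main digit gene of the cluster, has -0.43, and its spots have opposite signs, -1.19 and 0.33. Outside these groups Hoxd4, a gene of the upper spine, is 7.7-fold lower and Hoxd8, a trunk gene, 4.02-fold lower, both picked out after their values were seen.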

The most highly down-regulated *Hoxd *genes were generally the more 3' members of the cluster (*Hoxd9*, *Hoxd10*, *Hoxd11*, and *Hoxd13*). While *Hox *genes have established roles in pattern formation, they may play additional roles in chondrogenesis. The overall down-regulation of the more highly expressed members of the *Hox *family suggests that *Hox *gene silencing may be required for the progression of cartilage formation. 

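Hoxd10, Hoxd11, Hoxa10 and Hoxa9, which all pattern limb segments, lie below 0 on both direct arrays and in both steps. From 11.5 to 12.5 dpc their log2 ratios are -1.12, -1.78, -1.16 and -0.98, and from 12.5 to 13.5 dpc they are -2.35, -1.37, -1.44 and -1.05. From the lower values of the more strongly expressed Hox genes, the paper proposes that silencing of these genes may be needed for cartilage formation to go on.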

Transgenic mouse data showing that the persistent expression of *Hoxa2 *in cells entering chondrogenesis impairs cartilage development and causes chondrodysplasia [55], supports this inhibitory role for at least a subset of *Hox *genes. A further early role for Hox genes in regulating the expression of the key chondrogenic transcription factor, *Sox9*, has been shown in recent experiments [56].

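Hoxb5, which helps place the forelimb, has a log2 ratio of 1.40 between 13.5 and 11.5 dpc, with a technical error of 0.17. Hoxa7, a trunk gene with a known role in blood cell differentiation, has 1.09. Hoxc5, a gene of the neck and upper trunk, has 0.74 from a dim spot whose direct arrays have opposite signs, 2.13 and -0.50, so no direction can be read for it.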

Interestingly, while many *Hox *genes were found to be down-regulated in chondrogenic tissue from 11.5 dpc to 13.5 dpc in the present study, three *Hox *genes (*Hoxa7*, *Hoxb5*, and *Hoxc5*) were up-regulated during this time by close to or greater than two-fold. This is the first time that vertebrate limb expression data has been published for *Hoxa7*, *Hoxb5*, and *Hoxc5*.

Eight T-box (*Tbx*) genes were expressed during *in vivo *chondrogenesis (Fig. 5H). Of these *Tbx15*, *Tbx3 *and *Tbx18*, were all strongly expressed and highly down-regulated from 11.5 dpc to 13.5 dpc.

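Tbx18, a T-box factor of somites and limb mesenchyme, is 12.5-fold lower at 13.5 than at 11.5 dpc. Tbx3, which acts in posterior limb patterning, is 7.47-fold lower, mostly before 12.5 dpc. Tbx4, the hind limb T-box factor, is 6.69-fold lower and was picked out after its value was seen. Tbx15, a factor of early cartilage growth, is 2.27-fold lower as the mean of spots that disagree, from -1.97 to 0.34 log2. Of 13 measured T-box genes, 3 are at least 3-fold lower and 0 higher. The median of the family is 0.04, the mean is -0.76, and the direct arrays give medians of -0.21 and -0.28.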

Expression of 16 *Sry*-box (*Sox*) genes was detected during *in vivo *chondrogenesis (Fig. 5I). Of these, four were found to be highly expressed although none of these four genes were significantly differentially expressed. Among these genes were *Sox9 *and *Sox6*. Moderate expression levels were detected for five *Sox *genes and of these, only *Sox8 *was significantly differentially expressed, up-regulated by almost 4-fold between 11.5 dpc and 13.5 dpc. 

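Sox8, a close relative of Sox9, is 5.07-fold higher at 13.5 than at 11.5 dpc, with direct arrays at 2.37 and 2.33 log2. Of 19 measured Sox genes it is the only one at least 3-fold higher, 2 are lower, and the median is 0.19 with a mean of -0.03. The lower ones are Sox11 and Sox7, a factor of blood vessels, with -1.98 from the listed spot, while the mean of both its spots is 0.09. The other vessel factors, Sox18 and Sox17, have -1.18 and -1.02, and the spots of Sox17 disagree, from -2.88 to 0.37. Of 26 measured endothelial genes, 4 are at least 3-fold lower, 0 are higher, and 21 lie below 0. Flt1, a receptor for vascular growth factor, has -2.15. The vessel genes were chosen after their values were seen.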

Seven *Sox *genes were found to be expressed weakly during *in vivo *chondrogenesis. Expression data generated in the present study are consistent with the importance of *Sox9 *throughout chondrogenesis [57,58]. *Sox9 *was not highly differentially expressed from 11.5 dpc to 13.5 dpc but its average Log_2 _intensity was found to be extremely high, indicating ubiquitously high expression of *Sox9 *throughout the transition from pre-chondrogenic mesenchymal cell to fully differentiated chondrocyte. It is known that Sox9 exerts its influence over chondrogenesis, in part, by regulating the expression of multiple prominent components of the cartilage matrix including the quintessential chondrocyte marker, *Col2a1 *[12]. This transcriptional activity was found to be largely dependent upon the combined activity of a long form of Sox5 (L-Sox5), and Sox6 [59]. 

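Sox9, the transcription factor that chondrocytes require, has a log2 ratio of -0.40 between 13.5 and 11.5 dpc over 13 spots. The direct arrays have opposite signs, 0.41 and -1.19, and the technical error of 0.80 exceeds the ratio. The spots disagree as well, from -0.61 to 0.65. No difference can be read for Sox9.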

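Sox6, which works with Sox5 and Sox9 in cartilage, has a log2 ratio of 0.19 between 13.5 and 11.5 dpc, and 0.06 from 11.5 to 12.5 dpc. Its 5 spots disagree in sign, from -0.44 to 0.86.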

In the present study, *Sox6 *expression closely resembles that of *Sox9 *in that although it was not found to be highly differentially expressed throughout chondrogenesis, its absolute expression level (average Log_2 _intensity) was found to be very high.

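Sox5, the partner of Sox6 in chondrocyte differentiation, is read from 4 annotated spots, and 2 of them are dim. Their mean log2 ratio between 13.5 and 11.5 dpc is -0.26. The spots disagree, from -2.09 to 1.05, so this mean cannot be read as a difference of the gene.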

Interestingly *Sox5 *expression was quite low in the present study (Fig. 5I). It is possible that this result does not accurately reflect the abundance of *Sox5 *transcripts because of technical limitations with array design. The single probe for *Sox5 *on the microarray is located 1445 bp upstream of the 3'-end of the mouse *Sox5 *coding sequence, and since the amplified RNA used to interrogate to array has an inherent 3' bias, it is likely that this results in an inability to hybridize efficiently.

Our results also demonstrate that additional *Sox *genes, *Sox4, Sox8*, *Sox10, Sox11 and Sox13 *participate in chondrogenesis *in vivo*. Previous studies have shown *Sox4 *expression localized to diaphyseal hypertrophic chondrocytes during the commencement of long bone ossification, and later in the hypertrophic chondrocytes of the embryonic growth plate [60], as well as along the posterior margin, and proximally on the anterior margin of chicken limb buds at a stage equivalent to mouse hindlimb 11.5 dpc [61]. Expression of *Sox8 *and *Sox10 *has also been noted previously in limb development, occurring, like that of *Sox5*, *Sox6*, and *Sox9*, in a manner which essentially prefigures the developing skeleton [62]. Moreover, in the same study it was noted that each of these genes was up-regulated in ectopic cartilages in response to Bmp7, implying roles for Sox8 and Sox10 in chondrogenesis. The highly similar expression patterns detected for *Sox8 *and *Sox10 *here suggest that these genes may have overlapping functions *in vivo*. That *Sox8 *and *Sox10 *are most highly expressed at 13.5 dpc points towards roles for these genes *in vivo *in chondrocyte maturation, or in preparing chondrocytes for subsequent hypertrophy. 

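Sox8 differs by 0.77 log2 from 11.5 to 12.5 dpc and by 1.57 from 12.5 to 13.5 dpc, and it is highest at 13.5 dpc. Sox10, a factor of neural crest cells and their glia, has a mean of -0.05 between 13.5 and 11.5 dpc from 2 spots that disagree, -1.01 and 0.91, and 1 of them is dim. The direct arrays give 0.54 and 0.90, and those of 12.5 against 11.5 dpc lie far apart at -0.01 and -3.60.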

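Sox13, which antagonises Wnt signals and is found in cartilage, has levels of 1, 1.93 and 2.04 at 11.5, 12.5 and 13.5 dpc. The step from 12.5 to 13.5 dpc is 0.08 log2, below the technical error of 0.09. Sox4, a factor of progenitor cells, has -0.73 between 13.5 and 11.5 dpc.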

*Sox13 *was up-regulated from 11.5 dpc to 12.5 dpc, to a level at which it was maintained until 13.5 dpc. The association of Sox13 with limb bud development has recently been demonstrated by immunohistochemistry [63].

Another large transcription factor family of which multiple members were found to exhibit dynamic patterns of differential expression was the forkhead box (*Fox*) gene family (Fig. 5J). Three *Fox *genes were very highly expressed. Notably, *Foxc2 *was significantly up-regulated, almost 3-fold between 11.5 dpc and 12.5 dpc, and approximately 3.5 fold by 13.5 dpc. Furthermore, *Foxo1 *and *Foxp1 *were both strongly expressed, and differentially expressed during *in vivo *chondrogenesis, although the expression patterns of these transcription factors differed markedly. 

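Foxc2, a forkhead factor needed for axial and limb cartilage, has levels of 1, 2.76 and 2.58 at 11.5, 12.5 and 13.5 dpc. From 12.5 to 13.5 dpc the log2 ratio is -0.09, against a technical error of 0.07. Foxc1, its relative in mesenchyme, has -0.38 over the whole interval with direct arrays of opposite sign, 0.15 and -0.88.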

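Foxo1, a factor of cell survival and growth arrest, has levels of 1, 1.63 and 3.58 at 11.5, 12.5 and 13.5 dpc. Foxp1, a repressor that acts in bone and lung development, has 2.65, 3.0 and 1. For Foxp1 the ratio of 12.5 over 11.5 dpc is 0.18 log2 with a technical error of 0.04. Its 3 spots disagree on whether 3-fold is reached over the whole interval, from -2.13 to -0.79.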

Whereas *Foxo1 *expression was found to increase in a linear fashion by almost 5-fold between 11.5 dpc and 13.5 dpc, *Foxp1 *expression peaked at 12.5 dpc, before dropping by greater than 3-fold by 13.5 dpc. A further four *Fox *genes were moderately expressed. One of these genes, *Foxa3*, was dramatically up-regulated between 11.5 dpc and 13.5 dpc, by over 20-fold. 

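Foxa3, a forkhead factor later found in hypertrophic chondrocytes, has levels of 1, 5.89 and 19.6 at 11.5, 12.5 and 13.5 dpc. Foxa2, its relative in the same cells, has a log2 ratio of 5.20 over the whole interval, 4.65 of it in the later step, and its 10 spots lie between 4.47 and 5.65. Foxa2 was picked out after its value was seen.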

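Foxd1, a forkhead factor of kidney and limb mesenchyme, is 4.86-fold higher at 13.5 than at 11.5 dpc and 3.04-fold higher by 12.5 dpc. Its spots lie at 2.26 and 2.30 log2. Of 40 measured forkhead genes, 4 are at least 3-fold higher, 0 are lower, 33 lie above 0, and the median is 0.41.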

Seven other *Fox *genes were weakly expressed and of these, only *Foxd1 *was differentially expressed, up-regulated more than 4-fold from 11.5 dpc to 13.5 dpc.

Only two *Fox *genes however, have been implicated in skeletogenesis to date. *Foxa3 *transcripts have been detected by *in situ *hybridization in the vertebrae and ribs of 14.5 dpc mouse embryos [64], while expression of *Foxc2 *has been observed during axial and appendicular skeletogenesis in mouse. Interestingly, in the developing limb, it was found that *Foxc2 *transcripts localized to the periphery of the mesenchymal condensation at 12.5 dpc, and the perichondrium of the cartilage anlagen at 13.5 dpc [65]. The function of *Foxa3 *and *Foxc2 *during chondrogenesis remains unknown.

#### Extracellular matrix molecules

Chondrogenesis involves the secretion of a complex extracellular matrix rich in collagens and non-collagenous proteoglycans. Thus, it was expected that many genes encoding components of cartilage extracellular matrix would be dramatically up-regulated during *in vivo *chondrogenesis. The results which follow include the differential expression patterns observed for prominent non-collagenous extracellular matrix proteins as well as for the collagen gene family and the integrin family, which encode extracellular matrix receptors.

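Of 11 non-collagenous matrix genes named in this section, 9 are at least 3-fold higher at 13.5 than at 11.5 dpc, 1 is lower, and the median log2 ratio is 4.26. The genes that build small leucine-rich proteoglycans show the same direction, with 8 of 13 at least 3-fold higher, 0 lower, and a median of 2.42. Lum, a regulator of collagen fibrils, has 5.81, Aspn, which binds growth factors in cartilage, 4.13, Omd, a proteoglycan of mineralised matrix, 4.14, and Ogn, a small proteoglycan of connective tissue, 3.30. Of 30 genes of glycosaminoglycan synthesis and sulfation, 7 are at least 3-fold higher, 0 are lower, and the median is 0.84. Csgalnact1, which starts chondroitin chains, has 4.52, and Slc35d1, which carries their sugar nucleotides into the Golgi, 3.86. Of 24 chaperones and stress genes of the endoplasmic reticulum, 3 are at least 3-fold higher, with a median of 0.62; Kdelr3, which retrieves chaperones, has 2.36. Without replicate 1 of 13.5 against 11.5 dpc only 1 of these 24 passes 3-fold. The lists beyond the 11 genes are wider than those the paper discusses, and their single genes were chosen after their values were seen.

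**Figure D2:**
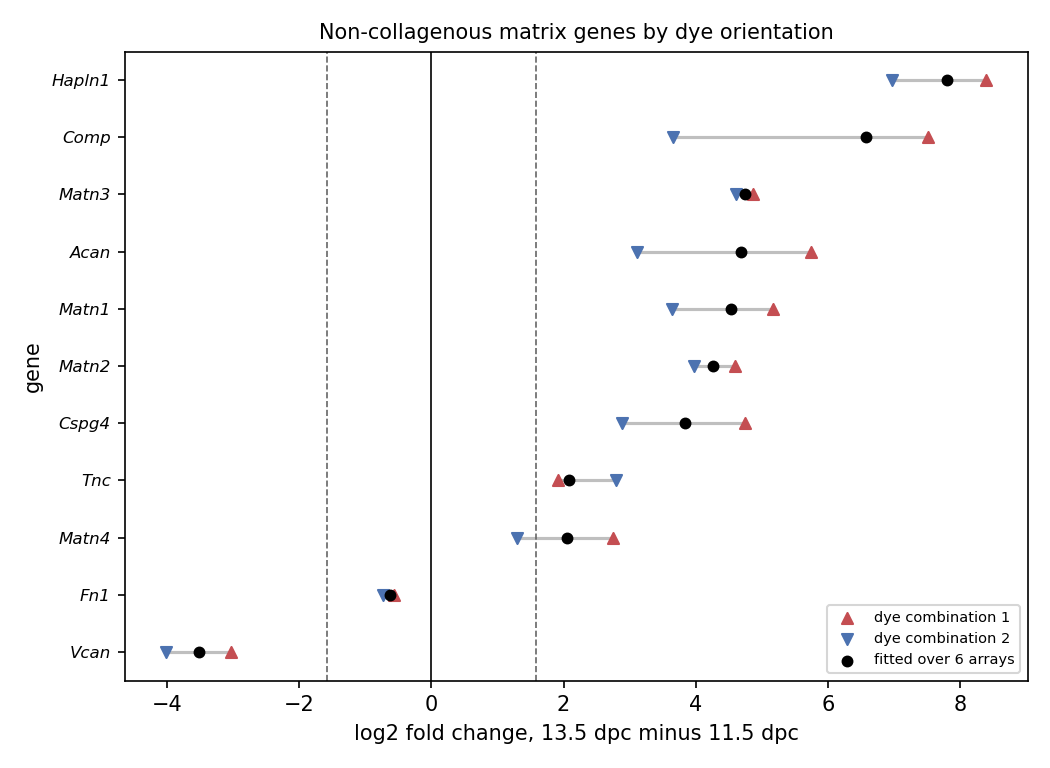
Log2 ratio of 13.5 over 11.5 dpc for 11 non-collagenous matrix genes in each dye combination (triangles) and fitted to all arrays (black dots). Dashed lines mark 3-fold.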

As predicted, many genes encoding cartilage extracellular matrix molecules were highly up-regulated (Fig. 5K). It was found that cartilage link protein (*Hapln1*, hyaluronan and proteoglycan link protein 1) was highly expressed, and by far the most highly up-regulated gene during *in vivo *chondrogenesis, its expression having increased approximately 200-fold between 11.5 dpc and 13.5 dpc. 

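Hapln1, which fixes aggrecan to hyaluronan, has levels of 1, 28.9 and 224 at 11.5, 12.5 and 13.5 dpc. The technical error over the whole interval is 0.72 log2, and its spots lie at 7.46 and 8.15. On the log2 scale more of the difference arises before 12.5 dpc (4.85) than after (2.95), while in level the larger rise comes after 12.5 dpc, from 28.9 to 224.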

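Comp, which links collagen fibrils, is 95.1-fold higher at 13.5 than at 11.5 dpc. Acan, which gives cartilage its resistance to compression, is 25.7-fold higher, Matn1, which joins matrix filaments, 23.2-fold, and Cspg4, a membrane proteoglycan of progenitor and vessel-associated cells, 14.2-fold. For Comp the direct arrays give 7.51 and 3.66 log2, so its size is known only roughly while its sign is the same on each.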

Cartilage oligomeric matrix protein (*Comp*), aggrecan (*Agc1*), matrilin 1 (*Matn1*), and chondroitin sulphate proteoglycan 4 (*Cspg4*) were also highly expressed and very highly up-regulated between 11.5 dpc and 13.5 dpc. Matrilin 3 (*Matn3*) and matrilin 2 (*Matn2*) were also very highly up-regulated, although they were expressed only moderately. 

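Matn3, a matrilin of growing cartilage, is 26.9-fold higher at 13.5 than at 11.5 dpc, and Matn2, a matrilin of many connective tissues, 19.2-fold. At 12.5 dpc Matn3 has 4.42 times and Matn2 2.16 times the level of 11.5 dpc. All 4 measured matrilins are at least 3-fold higher, with a median log2 ratio of 4.40.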

The most highly expressed of these genes were *Cspg4 *and *Matn4*, although *Matn4 *was not found to be differentially expressed. 

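Matn4, a matrilin of loose connective tissue and cartilage, is 4.14-fold higher at 13.5 than at 11.5 dpc. Its direct arrays give 2.74 and 1.30 log2, with a technical error of 0.72, so 1 of the 2 stays below 3-fold. Cspg4 differs on its direct arrays by 4.74 and 2.88.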

Fibronectin 1 (*Fn1*) was not differentially expressed, and its expression was moderate. 

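Fn1, the adhesive glycoprotein of condensations, has a log2 ratio of -0.62 between 13.5 and 11.5 dpc over 12 spots. They disagree in sign, from -0.90 to 0.61. From 11.5 to 12.5 dpc the ratio is -1.24, and from 12.5 to 13.5 dpc it is 0.61.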

Versican (*Vcan*) expression was down-regulated by over 10-fold from 11.5 dpc to 13.5 dpc while Tenascin C (*TnC*) expression was moderate but was up-regulated by almost 8-fold. 

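Vcan, the large proteoglycan of condensing mesenchyme, has levels of 11.5, 5.34 and 1 at 11.5, 12.5 and 13.5 dpc. Tnc, a glycoprotein of perichondrium and remodelling tissue, is 4.24-fold higher at 13.5 than at 11.5 dpc as the mean of the spots used. Those spots disagree, 0.96 and 3.21 log2, and 1 is dim. Most of the difference in Tnc arises before 12.5 dpc, where its level is 3.41 times that of 11.5 dpc.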

As with other components of the cartilage ECM, many collagen genes and integrins were differentially expressed during *in vivo *chondrogenesis (see Additional file 4).

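Of 42 measured collagen genes, 13 are at least 3-fold higher at 13.5 than at 11.5 dpc, 0 are lower, and the median log2 ratio is 0.72. Col11a1, a minor fibrillar collagen that limits fibril width, is 42.1-fold higher, Col8a2, a network collagen of vessels and cornea, 18.1-fold, Col1a1, the main collagen of bone and skin, 11.9-fold, and Col2a1, the main collagen of cartilage, 5.77-fold. The spots of Col1a1 disagree, from 0.98 to 4.09. For Col11a1 the direct arrays give 6.58 and 3.41 log2 and the spots 4.26 and 6.53, so its size is known only roughly. Collagens of basement membranes go both ways: Col4a1 has -1.45 with spots on both sides of 3-fold, Col4a2 -1.15 and Col18a1 -1.27, while Col15a1 has 1.72 with spots that disagree. For 8 of the 42, both direct arrays are at least 3-fold higher.
Of 29 measured integrins, 3 are at least 3-fold higher, 0 are lower, and the median is 0.35. They are Itga1, a collagen receptor of mesenchyme, with 2.13, Itga11, a collagen receptor of fibroblasts, with 1.99, and Itgb4, the hemidesmosome integrin, with 1.91. Without replicate 2 of 13.5 against 11.5 dpc 5 integrins pass. The single genes were chosen after their values were seen.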

### Ontology approaches identify a large cohort of novel genes expressed during chondrogenesis for further investigation

The importance of this study is realised by the utility of the microarray data as an invaluable resource for investigating the roles of novel genes during *in vivo *chondrogenesis. In order to identify such genes, ontological approaches were undertaken to classify differentially expressed genes according to biological process and thus identify those for which an association with ontologies relating to cartilage and skeletal development has yet to be made. Accordingly, the 931 genes for which a differential expression of greater than three and a average Log_2 _intensity of greater than or equal to six was observed between 11.5 dpc – 13.5 dpc (see Additional file 2) were interrogated by GOstat software using the MGI GO gene association database  in order to identify highly represented gene ontologies. As predicted, ontologies relating to cartilage and skeletal development were observed. Among the down-regulated genes, 9 were classified under 'skeletal development' (GO:0001501). Among the up-regulated genes, 30 were classified under 'skeletal development' (GO:0001501), 20 under 'ossification' (GO:0001503), 15 under 'cartilage development' (GO:0051216), 5 under 'chondrocyte differentiation' (GO:0002062), and 4 under 'cartilage condensation' (GO:0001502). Of these genes, 44 appeared under multiple classifications. Therefore, a total of 39 genes were classified by GOstat analysis as having previously been implicated in cartilage or skeletal development, leaving 892 novel genes for which an ontological association with chondrogenesis has yet to made. Thus, this study has served to identify a large cohort of novel genes whose expression or function during *in vivo *chondrogenesis is uncharacterized and potentially represents important developmental regulators. This dataset is therefore an important reference for future gene discovery and stands as an invaluable resource for ongoing research into skeletal development and disease.

Our studies are the first comprehensive attempt to identify genes which regulate the initiation of chondrogenesis *in vivo*. We have described the differential expression patterns observed for major gene families encoding adhesion molecules, transcription factors, and signalling molecules known to be important in many developmental processes, and have implicated members of these developmental gene families in chondrogenesis for the first time. In addition, we have identified many new candidate genes that may be involved in the initiation of chondrogenesis, on the basis of their differential expression patterns observed here, in combination with their known association with specific biological processes or known molecular function.

## Conclusion

By conducting whole genome microarray analyses of RNA derived specifically from tissues representative of key stages of *in vivo *limb bud chondrogenesis, we have generated and thoroughly validated expression profiles which for the first time define the suite of genes expressed by chondrogenic tissues in the formation of cartilage from pre-condensed mesenchyme during embryogenesis. In doing so, we have defined the expression profiles of known chondrogenically and developmentally important gene families expressed by chondrogenic tissues during cartilage formation, and have identified 931 genes significantly differentially expressed during this process, consisting of large gene cohorts particular to each stage of cartilage development – pre-condensed mesenchyme, mesenchymal condensations, and cartilage anlagen. It is anticipated that these data will be important in further unravelling the fundamental control networks which drive cartilage development, in investigating the molecular pathology of inherited skeletal diseases, and in exploring which properties of pre-skeletal limb bud mesenchymal cells predispose them to efficient chondrogenic differentiation, the understanding of which promises to aid research into therapeutic cartilage repair. Thus, the data-set generated in this study stands as an important development for skeletal biology research.

## Methods

### Microdissection of chondrogenic condensations and preparation of RNA

We have previously reported global differential expression profiles corresponding to zones of the growth plate generated by microarray analysis of RNA derived from tissue microdissected from long bones of Swiss white mice [66]. So that these datasets could be compared with those of the present study, Swiss white mice were used here also. Accordingly, pregnant female Swiss white mice were sacrificed in accordance with Institutional Animal Ethics guidelines and embryos were harvested at 11.5 dpc, 12.5 dpc and 13.5 dpc and transferred to PBS at 4°C. The hind limb buds were promptly dissected and embedded in Tissue-Tek OCT (Sakura Fine Technical), snap-frozen in isopentane and stored at -80°C. 6 μm sections of limb tissue corresponding to the regions of tibial and fibular development were prepared using a cryostat (Leica CM1850), mounted on RNAse-free SuperFrost Plus slides (Biolab Scientific), fixed in 70% ethanol, washed in RNAse-free water, and dehydrated in 70%, 95%, and 100% ethanol for thirty seconds each, and air-dried. Regions corresponding to the mesenchymal condensations of developing tibiae and fibulae were microdissected from slides immobilized on the stage of an inverted light microscope (Leica DM IL) using an ophthalmic scalpel (Feather) fixed to the scanning xy-object guide. Mesenchymal condensations and cartilage anlagen at 12.5 dpc and 13.5 dpc were readily visible in untreated (ie fixed and dehydrated, but not stained) sections by light microscopy, allowing precise microdissection of these tissues. In 12.5 dpc hind limb sections, a prominent blood vessel was found to run between, and perpendicular to the developing tibia and fibula, thus appearing in the transverse plane as the tibia and fibula came into view (Fig. 6). The appearance of this blood vessel was used as a guide for locating the precondensed mesenchymal cells in 11.5 dpc hind limb sections. 231 sections from a total of four 11.5 dpc mouse hind limbs, three 12.5 dpc mouse hind limbs, and four 13.5 dpc mouse hind limbs were microdissected (Fig. 6). The tissue from each time point was pooled into RNase-free Eppendorf tubes and total RNA was extracted using the RNeasy Micro Kit (Qiagen). To assess RNA yield, purity, and integrity, total RNA samples were interrogated by capillary electrophoresis with a Bioanalyzer 2100 (Agilent Technologies), using a Series II RNA 6000 Pico Kit, according to the manufacturer's specifications (Agilent Technologies). All total RNA samples were confirmed to be of high quality, with a RIN of >7.7 (Agilent). Total RNA from tibial and fibular tissue microdissected from each time point was linearly amplified [67] in two rounds using the MessageAmp aRNA kit (Ambion) following the manufacturer's instructions. 100–150 ng of first-round amplified cRNA was used as template for each of the second round amplifications. Quality and yield was assessed by capillary electrophoresis. Amplified RNA samples (1.25 μg) were fluorescently labelled with Cy3 or Cy5 fluorophores (Amersham) according to the manufacturer's instructions, analysed by 1.5% agarose gel electrophoresis, and visualized using a Typhoon fluorescence scanner (Amersham) (see Additional file 5). These data demonstrated that the majority of transcripts in each sample were approximately 150 nt – 400 nt in length, and the lack of low molecular weight fluorescent signal confirmed that all unincorporated dyes were successfully removed during the purification procedure.

**Figure 6:**
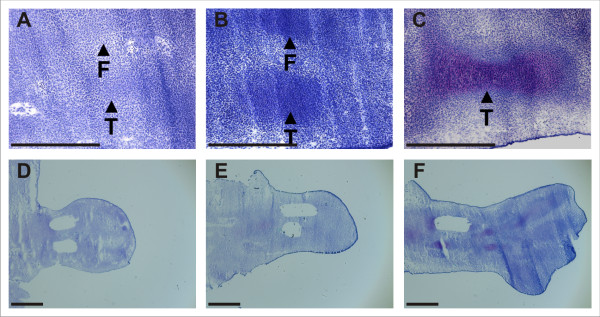
**Mouse hindlimb microdissections**. 11.5 dpc, 12.5 dpc, and 13.5 dpc mouse hindlimb cryosections stained with Toluidine Blue. Upper panels **(A-C) **show intact tissue; lower panels **(D-F) **show cryosections following microdissection of tibial and fibular tissues. Staining of tissues shown in lower panels was performed following microdissection. T = Tibia, F = Fibula. Scale bar = 500 μm.

### Microarray hybridizations

Interrogation of the 11.5 dpc, 12.5 dpc, and 13.5 dpc cRNA samples by microarray analysis involved a saturated hybridization strategy with dye swaps. Thus, cRNA samples from each time point were labelled with both Cy3 and Cy5 fluorophores, and six hybridizations were performed such that each time point was compared with each other time point using both dye combinations (to normalize against dye biases). 44 K whole mouse genome microarrays (G4122F, ID014868, Agilent) were hybridized according to the manufacturer's instructions. The arrays were then scanned at 10 μm resolution on an Axon 4000B scanner and the features acquired with the GenePix Pro 4.1 software (Axon Instruments). The raw data was then processed using a print-tip loess normalization [68] using limmaGUI [69,70] which is an implemented package of R used to fit linear models to microarray data . Genes were ranked according to their differential expression and gene lists were generated based on biological process and function (GOStat and OntoExpress).

### PCR analysis

Semi-quantitative PCR was used for initial validation of the differential expression of specific genes during hind limb chondrogenesis. Reverse transcription reactions were performed using equal quantities of cRNA as template, to generate cDNA. Equal quantities of cDNA were used as template for PCR amplification of specific genes, using primers designed as close as possible to the end of the 3' untranslated region of the cDNA sequence. To ensure that the reactions were stopped during the linear phase of amplification, reactions were set up in triplicate and routinely removed from the thermocycler at 25 cycles, 30 cycles, and 35 cycles. Quantitative PCR (qPCR) was used for quantitative validation of the differential expression of specific genes during hind limb chondrogenesis. Primers for qPCR were designed using online software . qPCR was performed using the FastStart TaqMan Probe Master real time PCR kit in 10 μl reactions comprised of 5 μl Roche FastStart Probe Master (Rox), 50 ng cDNA, 240 nM additional ROX Reference Dye, 100 nM UPL Probe, and 200 nM each primer. Thermal cycling was conducted on an Applied Biosystems 7700 Real-Time PCR System, as follows: initial denaturation at 95°C for 10 minutes, followed by 50 cycles of denaturation at 95°C for 30 seconds, annealing and polymerization at 60°C for one minute. qPCR data were analyzed using Applied Biosystems SDS 2.2.2 software. All primer sequences are available on request.

### Histology

Toluidine Blue staining with Fast Green counter-staining [71] was used to detect accumulation of proteoglycans in sagittal cryosections of embryonic mouse limb buds, as a histological assay for chondrogenesis.

### *In situ *hybridization

Hindlimbs from E11.5, 12.5 and 13.5 embryos were fixed overnight in 4% PFA then cyroprotected by immersion in 30% sucrose overnight. 12 μm frozen sections were then subjected to *in situ *hybridization for each gene [72].

## Abbreviations

aRNA: amplified RNA; cRNA: complementary RNA; dpc: days post coitum; GO: gene ontology; qPCR: quantitative PCR; RT-PCR: reverse transcription PCR.

## Authors' contributions

TLC carried out all tissue preparations including dissection and microdissection, RNA purification and amplification, semi-quantitative and quantitative PCR analyses, microarray hybridizations (in conjunction with DB), and histology. DB conducted the initial microarray data analysis. PGF designed and generated probes for, and carried out the *in situ *hybridizations. JFB co-ordinated the study. TLC and JFB drafted the manuscript. All authors contributed to the design of the study, and critically reviewed and approved the final manuscript.

## Supplementary Material

Additional file 1 **Major categories of molecular function of genes differentially expressed during chondrogenesis.** The data provided represent the 931 genes significantly (>3-fold) up-regulated **(A) **or down-regulated **(B) **during chondrogenesis (see Additional file 2 for gene list) after mining using OntoExpress gene ontology software and clustering according biological process. Click here for file

Additional file 2 **List of genes differentially up- or down-regulated (>3-fold) during chondrogenesis.** The data provided represent the cohort of genes whose Log_2 _intensity (A) was above background level, and whose expression changed by greater than 3-fold during chondrogenesis in the mouse limb between 11.5 dpc and 13.5 dpc. 

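Hapln1, Comp and Acan stand in the upper part of Additional file 2, and Pcdh8, Tbx18 and Vcan in the lower part; all of them have the listed direction on these arrays. Of the 931 probes listed, 551 as higher and 380 as lower, 863 could be matched to spots here by the accession of their transcript. All 863 have the listed direction between 13.5 and 11.5 dpc. Of these, 638 are at least 3-fold and 828 at least 2-fold different. By part, 365 of 511 measured probes listed as higher pass 3-fold, and 273 of 352 listed as lower. Across probes, which are not independent replicates, the log2 folds computed here and those listed have a Pearson r of 0.978 and a slope of 0.943. The direction of the arrays was itself checked on this list, so the shared direction is not independent evidence.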

Click here for file

Additional file 3 **Validation of microarray expression data by comparative literature analysis.** The data provided represent the differential expression profiles for a list of 50 genes whose differential expression during chondrogenesis have been corroborated elsewhere in the scientific literature, and includes specific references to which the reader is directed for each gene. Click here for file

Additional file 4 **Differential expression of collagens and integrins during chondrogenesis.** The data provided represent the differential expression profiles of the **(A) **collagens, **B) **alpha-integrins (*Itga*), and **C) **beta-integrins (*Itgb*) during chondrogenesis in the mouse limb between 11.5 dpc and 13.5 dpc. Yellow bars indicate relative expression at 11.5 dpc. Blue bars indicate relative expression at 12.5 dpc. Orange bars indicate relative expression at 13.5 dpc. For each gene, the time point at which the relative expression was lowest was defined as one, and this was used to calculate the relative expression at the remaining time points. Numbers above each gene denote average Log_2 _intensity (A) for that gene. Click here for file

Additional file 5 **Agarose gel electrophoresis for cRNA samples from 11.5 dpc, 12.5 dpc, or 13.5 dpc following labelling with Cy3 or Cy5 fluorophores.** This agarose gel indicates successful labelling of the cRNA samples from 11.5 dpc – 13.5 dpc mouse limb chondrogenic tissues with Cy3 or Cy5 fluorophores, and verifies that unincorporated dyes were removed from the cRNA samples during purification. Click here for file

# Supplementary material for: Global comparative transcriptome analysis of cartilage formation in vivo
**Source:** BMC Dev Biol. 2009 Mar 10;9:20. doi: 10.1186/1471-213X-9-20
**Supplement:** Additional file 3 — Validation of microarray expression data by comparative literature analysis. The data provided represent the differential expression profiles for a list of 50 genes whose differential expression during chondrogenesis have been corroborated elsewhere in the scientific literature, and includes specific references to which the reader is directed for each gene.

|  | **Relative Fold Difference:** | | |  |
| --- | --- | --- | --- | --- |
| **Gene** | **11.5dpc** | **12.5dpc** | **13.5dpc** | **Reference** |
| Agc1 | 1.0 | 4.8 | 30.0 | Kiani et al (2002). Cell Research 12:19-32 |
| Bmp6 | 1.0 | 1.5 | 9.6 | Solloway et al (1998). Developmental Genetics 22:321-339 |
| Bmp7 | 1.0 | 3.8 | 13.2 | Pathi et al (1999). Developmental Biology 209:239-253 |
| Bmp8a | 1.0 | 2.0 | 50.8 | DiLeone et al (1997). Genomics 40:196-198 |
| Cdh11 | 1.7 | 2.3 | 1.0 | Luo et al (2005). Developmental Dynamics 232(2):336-344 |
| Col2a1 Col6a1  Col6a2  Col6a3 Col9a1 Col9a2 Col9a3 Col11a1 Col11a2 Col14a1 | 1.0  1.0  1.0  1.0  1.0  1.0  1.0  1.0  1.0  1.0 | 1.6  1.4  1.0  2.7  1.3  1.8  1.5  4.4  4.0  4.0 | 5.8  1.7  2.1  15.3  4.1  6.1  7.0  21.3  33.9  11.1 | Kielty and Grant (2002). The Collagen Family: Structure, Assembly, and Organization in the Extracellular Matrix. In Royce PM, Steinmann B (eds): “Connective tissue and its heritable disorders” New York: Wiley-Liss, Inc., pp159-221 |
| Cspg4 | 1.0 | 3.7 | 15.9 | Fukushi et al (2003). Developmental Dynamics 228:143-148 |
| Ctgf | 1.0 | 13.0 | 29.9 | Takigawa et al (2003). Journal of Cell Physiology 194:256-266 |
| Cyr61 | 1.0 | 1.5 | 3.2 | O’Brien and Lau (1992). Cell Growth and Differentiation 3:645-654 |
| Dspg3 | 1.0 | 3.7 | 39.3 | Johnson et al (1999). Developmental Dynamics 216(4-5):499-510 |
| Fgf18  Fgfr3 | 1.0  1.0 | 1.4  1.2 | 3.7  2.7 | Liu et al (2007). Developmental Biology 302:80-91 |
| Foxa3 | 1.0 | 6.4 | 20.5 | Monaghan et al (1993). Development 119:567-578 |
| Foxc2 | 1.0 | 3.5 | 2.8 | Nifuji et al (2001). Journal of Bone and Mineral Research 16:1765-1771 |
| Gdf5  Gdf6 | 2.1  1.6 | 3.0  4.3 | 1.0  1.0 | Settle et al (2003). Developmental Biology 254:116-130 |
| Hoxa9 Hoxa10 Hoxa11 Hoxc6 Hoxc9 Hoxd9 Hoxd10 Hoxd11 | 2.4  5.1  2.0  2.3  1.0  5.5  8.5  7.2 | 1.0  3.1  1.6  1.0  1.1  2.4  5.0  3.1 | 1.0  1.0  1.0  1.2  1.1  1.0  1.0  1.0 | Nelson et al (1996). Development 122:1449-1466 |
| Mmp9 | 1.0 | 5.3 | 24.5 | Vu et al (1998). Cell 93:411-422 |
| Msx2 | 3.2 | 1.3 | 1.0 | Satokata et al (2000). Nature Genetics 24:391-395 |
| Ncad | 2.8 | 1.3 | 1.0 | Oberlender and Tuan (1994). Development 120:177-187 |
| Pdgfra | 3.4 | 2.5 | 1.0 | Ataliotis (2000). Mechanisms of Development 94:13-24 |
| Runx3 | 1.0 | 3.1 | 5.9 | Stricker et al (2002). Developmental Biology 245:95-108 |
| Sox8 Sox10 | 1.0  1.0 | 1.6  1.2 | 3.8  2.1 | Chimal-Monroy et al (2003). Developmental Biology 257(2):292-301 |
| Sox9 | 1.4 | 1.0 | 1.1 | Wright et al (1995). Nature Genetics 9:15-20 |
| Spp1 | 1.4 | 1.0 | 4.5 | Shibata et al (2002). Journal of Anatomy 200:309-320 |
| Stmn1 | 3.1 | 2.4 | 1.0 | Hummert et al (2001). Endocrine 15:93-101 |
| Tagln2 | 1.0 | 2.0 | 3.5 | Zhang et al (2002). Mechanisms of Development 115:161-166 |
| Tbx3 Tbx18 | 6.6  8.9 | 1.9  4.9 | 1.0  1.0 | King et al (2006). American Journal of Medical Genetics. Part A 140:1407-1413 |
| Tgfbi | 1.0 | 1.4 | 1.5 | Han et al (2008). Experimental and Molecular Medicine 40(4):453-460 |
| Vdr | 1.0 | 2.2 | 18.2 | Balmain et al (1993). Cellular and Molecular Biology (Noisy-le-grand) 39:339-350 |
| Wisp1 | 1.0 | 1.9 | 4.7 | French et al (2004). American Journal of Pathology 165:855-867 |
| Wnt4 | 1.0 | 2.6 | 17.2 | Church et al (2002). Journal of Cell Science 115:4809-4818 |

How the deposited data were processed for this re-analysis (not part of the article)

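The data are the 6 2-colour hybridisations of mouse hind limb RNA that the paper reports. There are 3 RNA pools: pre-condensed mesenchyme at 11.5 dpc from 4 hind limbs, mesenchymal condensation at 12.5 dpc from 3, and cartilage anlagen at 13.5 dpc from 4. The tissue was microdissected from 231 sections over all time points, and the RNA went through 2 rounds of amplification. The paper gives 1.25 µg and the labels give 2 µg of labelled RNA per channel. Each pair of time points is on 2 arrays with the dyes exchanged. The arrays of a pair repeat the same pools, so each time point counts as 1 sample, no p-value is given, and differences are set against the technical error of the arrays.

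The deposited values are log2 ratios of the Cy5 over the Cy3 signal of each spot, which the authors quantified with GenePix from the scanned arrays. The paper then describes a print-tip loess step, and the values do not show it: the column medians differ from 0, many values are exact logarithms of ratios of small whole numbers, and 39 to 60 values per array sit at a cap. Per array, 136 to 1905 of the 45220 spots have no value. The plan, written before the data were examined, took the values as they stand, with centring as an alternative. Because the columns turned out to lie at different centres, centring each array on its median became the main choice and the values as deposited became the alternative; this exchange was made after the values were seen. Without centring, the median over all spots is 0.26 log2 for 13.5 against 11.5 dpc, 0.48 for 12.5 against 11.5 dpc and -0.34 for 13.5 against 12.5 dpc, in place of 0.09, 0.03 and -0.06.

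Absolute values above 16 were set to missing. Each array was turned so that the later time point is the numerator, from the dyes given in the labels. This direction was checked against the folds listed in Additional file 2: the deposited columns correlate with them at r of 0.844, 0.919 and 0.891 where the later time point carries Cy5, and at -0.882, -0.931 and -0.882 where it carries Cy3. The differences of 12.5 and of 13.5 against 11.5 dpc were then fitted to the 6 arrays by least squares, which gives 13.5 against 12.5 dpc as well. Counts of spots use the 41258 spots with a value on every array. Gene values, and the counts of genes and list members made from them, draw on the 45108 spots for which both differences could be fitted. Around the loop of the 3 comparisons, the differences fail to close by an SD of 0.452 log2. The threshold is the 3-fold difference of the paper. The paper's filter on intensity, A above 6, was not used here, nor were intensities in any other way; spots whose values lie on ratios of whole numbers up to 12 on 2 or more arrays (15051 of 45220, called dim) stand in as a mark of weak signal. The mark is not exact, since the only spot of Rab32 carries it while Additional file 2 gives this gene an A of 10.7.

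Spots were joined to genes through the probe annotation, and 33653 carry 1 symbol, 56 several and 11511 none. A gene's value is the mean of its spots, or, for a gene in Additional file 2, of the spots with the listed transcript; probes were matched by transcript accession because the identifiers of the listed probes do not occur in the table. For a listed gene the spots of other transcripts are left out. Cdh8, Fgfr4 and Mecom are each read from 1 of 3 spots, Vcan and Pcdh9 from 1 of 4, and Ncam1 from 3 of 17. The paper listed those transcripts because of their folds on these same arrays. Levels are folds over the lowest of the 3 time points. Every ratio given as a fold is 2 to the power of the fitted log2 value. Col6a3, Spp1 and Fgf4 have no spot annotated to them and are left out, and 1 further item is not reported here. Where a gene's spots have opposite signs, or lie on both sides of 3-fold, the spots are said to disagree. The technical error is the distance of either direct array from the mean of the pair.

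Named genes are those the paper names, members of the gene lists, the 10 largest differences in each comparison and direction among genes at least 3-fold different on both direct arrays, and the 10 largest peaks at 12.5 dpc; not each such gene is printed. Of the 55 gene lists, families by symbol and lists of markers and pathways, all were fixed with the paper's tables and figures already seen, so a direction shared with the paper is not independent evidence. A list's median was set against 10000 random lists of as many genes. Which members of a list the text names was chosen after their values were seen.

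The code was tested on simulated data with 50 spots for each of 4 true folds. The median estimate was 0.98 for a 2-fold, 1.951 for a 4-fold, 2.979 for an 8-fold and 3.977 for a 16-fold difference in log2; 2, 45, 50 and 50 of them passed 3-fold, and so did 184 of 41058 unchanged spots. Alternatives tried were the direct pair and the indirect path alone, no centring, scaling, each dye combination alone, leaving out each array, other thresholds, other ways to combine spots and other random lists. Other alternatives, chosen after seeing the data, leave dim spots out of the counts or the centring, take the median of a gene's spots, match random lists on dim spots, or add a term for the replicate number. The quantitative PCR, in situ hybridisation and ontology results of the paper were not analysed here. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.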

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

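The tests of dye bias on Xist, of blood as the whole cause on the globins and of dim spots on the contractile genes were chosen only after the result was seen, and all rest on single pools. Among the 36 gene lists whose ratios the paper does not discuss as groups, 17 have a median log2 ratio of 13.5 over 11.5 dpc in the highest or lowest 0.5% of 10000 random lists of as many genes; many of their members stand in Additional file 2. Genes are not independent replicates, so the percentiles rank the lists and test nothing across animals.

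Lists of matrix production stand high. The small leucine-rich proteoglycans have a median of 2.42, collagen modification and secretion 1.19, glycosaminoglycan synthesis 0.84 and chaperones of the endoplasmic reticulum 0.62. Genes of hypertrophy and mineralisation have 1.29. The annexins and S100a proteins have 1.12, with 7 of 25 at least 3-fold higher, among them Anxa1 with 5.04 and Anxa11 with 3.04. The 12 tendon markers have 1.41 with 5 at least 3-fold higher, led by Lum and Thbs4 (3.60, with spots that disagree, 1.51 and 5.70), while the tendon transcription factors Scx and Mkx have -1.54 and -0.56. The 19 genes of fibrous connective tissue have 0.50, with 4 higher (Col1a1, Col14a1, Fbln2 and Col1a2) and 1 lower (Pdgfra); the spots of Col1a1, Col14a1 and Pdgfra disagree on 3-fold, and the direct arrays of Col1a2 have opposite signs, 4.03 and -0.74. The 83 keratins and keratin-associated genes have 0.32 with 3 higher and 1 lower, and 2 of the 3 higher ones, Krt79 and Krtap19-5, are read from dim spots. Immediate early and heat shock genes have 0.55, with 3 of 25 higher and 2 lower (Jun with -3.82 and Dusp1 with -1.67); without replicate 1 of 12.5 against 11.5 dpc 5 are higher.

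Lists of limb progenitors, cell cycle, vessels, joints and blood stand low. Limb patterning factors have -0.69, cell cycle genes -0.53 (-0.15 and -1.03 on the direct arrays) and endothelial genes -1.02. Of the 38 cell cycle genes, 4 pass 3-fold, and 2 do without replicate 2 of 13.5 against 11.5 dpc. The 13 joint interzone markers have -0.83, with 5 lower, among them Osr2 with -3.21 and Osr1 with -2.13 (spots that disagree, -3.63 and -0.62), and Wnt4 alone higher. Erythroid genes have -0.94 with 5 of 20 lower and 0 higher, and the 9 platelet genes -1.03 with 4 lower (Ppbp with -3.38) and 1 higher (Gp1bb with 2.22). Skeletal muscle genes stand high, with 0.68.

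Xist, the X-inactivation transcript, has a log2 ratio of -1.93, with spots that disagree on 3-fold, from -3.04 to -0.67. Dye bias of the arrays is argued against, because the dye orientation nearer to 0 still has -1.66. A different share of female embryos in the pools would raise Y-linked genes at 13.5 dpc. Their median is 0.44, but 0.10 and -0.24 on the direct arrays and mostly from dim spots, so this cannot be told apart from an equal share. The sex of the embryos in each pool is not known and stays open.

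The embryonic globins are lower at 13.5 dpc, Hbb-bh1 with -5.02, Hbb-y with -3.25 and Hba-x with -3.19. Less blood in the 13.5 dpc pool would lower adult globins too. Hba-a1 and Hba-a2 have -0.97 and -0.83, a median of -0.90, but -0.41 and -1.43 on the direct arrays, so a smaller amount of blood cannot be told apart from none. As the whole cause it is argued against, since the median of the embryonic globins lies -2.42 log2 from that of the adult ones when Hbb-bt (-0.08) is counted among these, and -2.36 and -2.56 on the direct arrays. Other differences between the stages stay open and were not tested; of the 20 erythroid genes, 5 are in Additional file 2 and 0 on another list.

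Contractile muscle genes are higher at 13.5 dpc, with a median of 1.61 over 15 genes. The prediction for more muscle cells in the 13.5 dpc pool, set in advance, was a median rise above 2-fold in the 7 muscle regulators and receptors. A median below a preset lower bound was to count against it. The median of these 7 genes is 0.17, and 0.27 and -0.05 on the direct arrays, all below that bound. By the preset rule the outcome is against more muscle cells. That outcome is not taken to decide the question, since most spots of Myf5 are dim and a weakly expressed regulator may not show a rise. This reason was given after the values were seen. An upward shift of dim spots is argued against, since the 12 contractile genes without such spots have 1.65. Other differences between the stages stay open and were not tested. Of the 28 muscle genes, 7 are in Additional file 2 and 1 is on another list, and how abundant their transcripts are was not analysed here.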

How the results depend on the processing

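The alternatives that leave out or re-centre on spots away from small whole-number ratios, the median of a gene's spots, random lists matched on such spots and the replicate block were chosen only after the result was seen. Counts are of spots at least 3-fold different, higher before lower, and the main values are 1144 and 1558 for 13.5 against 11.5 dpc, 572 and 218 for 12.5 against 11.5 dpc, 715 and 464 for 13.5 against 12.5 dpc, 38 highest at 12.5 dpc, 1366 genes different between any 2 time points, and 100% of the matched probes of Additional file 2 in the listed direction. With the replicate block, a term per spot for the replicate number, the spot counts are 1144, 1558, 572, 218, 715, 464 and 38 and the genes 1378; the term is balanced over the comparisons, so it cannot move a spot with all 6 arrays. Under the alternatives 114 values of such counts lie within 1.5 times the main count and 56 do not, and the share in the listed direction moves beyond the spread between the dye combinations in 5 of 14 settings and not in 9. By the indirect path, 12.5 against 11.5 dpc has 1146 and 520, 1143 are lower at 13.5 than at 12.5 dpc, and 23 peak. As deposited, 12.5 against 11.5 dpc has 1962 and 54, 13.5 against 12.5 dpc has 466 and 931, 133 peak, and 99.9% of the listed probes keep their direction. Scaled, 66 peak. Dye combination 1 alone gives 1958 higher at 13.5 than at 11.5 dpc, 366 higher at 12.5 than at 11.5 dpc, 1010 lower at 13.5 than at 12.5 dpc and 99.4%. Dye combination 2 alone gives 2179 higher at 13.5 than at 11.5 dpc, 1750 and 464 for 12.5 against 11.5 dpc, 93 peaks, 2127 genes and 99.3%. Leaving out 1 array gives 500 to 1074 higher at 12.5 than at 11.5 dpc (1074 without replicate 1 of that comparison), 417 to 834 lower at 13.5 than at 12.5 dpc (834 without its replicate 2), 21 to 82 peaks (73 without replicate 1 and 21 without replicate 2 of 12.5 against 11.5 dpc, 82 without replicate 2 of 13.5 against 12.5 dpc) and 99.8 to 100%. Centring on spots away from small whole-number ratios gives 898 and 128 for 12.5 against 11.5 dpc. At 2-fold the counts are 3100 and 4556, 2879 and 1841, 2115 and 2193, 381 and 4280 genes, and at 4-fold 684 and 660, 189 and 57, 367 and 187, 12 and 686 genes; here the threshold itself is the cause. With 3-fold on both direct arrays they are 200 and 106 for 12.5 against 11.5 dpc, 193 lower at 13.5 than at 12.5 dpc and 4 peaks, and 20 peaks remain countable where the technical error is below 0.5 of the ratio. At 1 count per symbol they are 748 and 1034, 359 and 140, 463 and 297 and 2150 genes, and with the spot of the largest ratio 2336 genes. Without spots on small whole-number ratios, 279 are higher at 12.5 than at 11.5 dpc and 11 peak. The share of differing spots that is higher at 13.5 than at 11.5 dpc is 42.3% and passes to the other side of even as deposited (57.5%), with dye combination 2 (53.4%), by the indirect path (51.0%) and at 4-fold (50.9%); for 12.5 against 11.5 dpc it stays above even in each setting, and for 13.5 against 12.5 dpc (60.6%) it is 33.4% as deposited, 41.3% by the indirect path, 47.8% with dye combination 1, 47.1% without replicate 2 of that comparison and 49.1% at 2-fold. Where a threshold or a smaller set of spots does not show the cause, the cause was not tested. The median of 2 lists passes the highest 0.5% only against matched random lists: integrins (99.8 matched on spots per gene) and inhibitors of cyclin-dependent kinases (99.7, and 99.6 matched on dim spots). Of the ratios of named genes, 11309 stay within the technical spread, 2483 move beyond it and 7 reverse: Col1a2 with dye combination 2 to -0.97 over the whole interval and -0.20 in the later step, Serpinh1 with the same dyes to -0.57, Tmigd1 in the later step to 0.36 with dye combination 2 and from -4.37 to 0.36 when 1 array is left out (-4.37 without replicate 2 and 0.36 without replicate 1 of 13.5 against 12.5 dpc), and Sox7 to 0.09 as the mean of all its spots and 2.16 as its largest. Of list counts 2050 stay and 260 move, and of list medians 808 and 237. The technical spread of the ratios is that between the fits of each dye combination alone. For spots with all 6 arrays those fits stay within it by construction unless they reverse, and the replicate block cannot move such spots. Part of the 11309 was thus fixed in advance, so this number does not measure how stable the ratios are. Matching the probes of Additional file 2 by their identifiers, the filter on A and matching random lists on A were not run. Dim spots limit the ratios: they correlate between the arrays of 13.5 against 11.5 dpc with r of 0.207, the others with 0.754.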

Differences from the paper's values

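No test was run in this part, and of the alternatives named only leaving out dim spots, for the cadherins, was chosen only after the result was seen: all 14 for a fold and 18 for a count were set before the data were examined. Centring each array was one of them at first and became the main choice after the values were seen, in exchange for the values as deposited. Of the folds the paper states in its tables, 25 differ by more than 1.5 times and by more than a technical SD, and 192 do not. That SD is the one between the fits of each dye combination alone. Of the values in its text 4 differ, the folds of Tnc and Cdh2 and both gene counts, and 11 do not. Folds are of 13.5 over 11.5 dpc unless 12.5 dpc is named, and each value differs under all other alternatives than those given. None of the alternatives applies the print-tip loess step that the paper describes, so its part in these differences was not tested. Over the matched probes of Additional file 2, the folds here minus those listed have a median of -0.177 log2, and -0.3 for 12.5 over 11.5 dpc.

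For these genes the values do not differ only with the spot of the largest ratio in place of the mean of the spots used, in the order the paper's value, then the value here: Col11a2 33.9 and 8.89 (and for 12.5 over 11.5 dpc 4 and 1.94), Hoxd9 5.5 and 3.06 lower, Mmp9 24.5 and 10.8, Runx3 5.9 and 2.84, Epha3 19.6 and 7.47, Klf2 31.2 and 5.54, Ncam1 6 and 2.49, Osr1 8.7 and 4.37 lower, Sox17 5.7 and 2.03 lower, Thbs4 40.1 and 12.2, Col15a1 7 and 3.29, and Timp1 5.6 and 3.18. For Runx3 at 12.5 over 11.5 dpc the paper's value is 3.1 and the value here 1.78, and the values as deposited or the spot of the largest ratio do not differ. For Col14a1 the paper gives 11.1 and the value here is 4.33, without a difference by the indirect path or with the spot of the largest ratio.

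For Tnc the paper's text gives 8 and its table 9.2, and the value here is 4.24. The direct pair, the values as deposited, dye combination 2 and the spot of the largest ratio do not differ from the text, and the last pair not from the table. For Cdh2 the paper's text gives 3-fold and its table 2.8-fold lower, and the value here is 1.8-fold lower; dye combination 1, leaving out replicate 2 of 13.5 against 11.5 dpc and the spot of the largest ratio do not differ from either, nor does the direct pair from the table. At 12.5 over 11.5 dpc the paper has Cdh2 2.15-fold lower and the value here is 1.09-fold lower, without a difference by the indirect path or with the spot of the largest ratio. For Cdh11 at 12.5 over 11.5 dpc the paper has 1.35-fold higher and the value here is 0.741, below 1, and only the values as deposited do not differ. For Sox10 the paper has 2.1-fold higher and the value here is 0.962, without a difference in the direct pair or when replicate 2 of 12.5 against 11.5 dpc is left out.

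For Epyc the paper's value is 39.3 and the value here 121, under no alternative without a difference, although its spots lie apart at 5.32 and 8.51 log2 and the lower one alone was not among the alternatives; at 12.5 over 11.5 dpc the paper's is 3.7 and the value here 8.89, and only dye combination 1 does not differ. For Hoxa9 the paper has 2.4-fold lower and the value here is 4.08-fold lower, with a difference under each alternative. For Spock3 the paper has 20-fold lower and the value here is 31.5-fold lower; the direct pair, the values as deposited, scaling, dye combination 2 and leaving out replicate 1 of 12.5 against 11.5 dpc or of 13.5 against 12.5 dpc do not differ. For Tmem26 the paper has 10.4-fold lower and the value here is 16.9-fold lower; the values as deposited, scaling and leaving out replicate 2 of 13.5 against 11.5 dpc do not differ.

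The paper counts 551 genes higher and 380 lower, at 3-fold and with A above 6, and the counts here, of spots and without the filter on intensity, are 1144 and 1558. The count of higher spots does not differ at 4-fold or at 1 count per symbol, and the count of lower spots differs under each alternative. Counted by gene, from the mean of its spots, 609 are higher and 556 lower, and both are within 1.5 times the paper's counts.

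Some statements of rank or direction differ as well. The paper names Hapln1 as the most highly upregulated gene; here Hapln1 is 224-fold higher, Ibsp 345-fold and Panx3 389-fold, with technical errors of 0.72, 0.78 and 1.01 log2, so their order is not settled, and Hapln1 is highest of the 11 matrix genes. The paper's text has Matn4 as not differentially expressed, while its Additional file 2 lists it as higher; here Matn4 is 4.14-fold higher, as in the list. The paper's text has Foxc2 highest at 13.5 dpc and its Additional file 3 at 12.5 dpc; here its level is 2.76 at 12.5 and 2.58 at 13.5 dpc, in the order of the table. The paper has most cadherins of its figure as downregulated; here 14 of all 23 annotated ones, which need not be the same set and were not filtered by intensity, lie above 0, although the median is -0.42 without dim spots (an alternative chosen only after the result was seen), the mean of the list, in place of its median, is -0.14 and Cdh8 is 8.85-fold lower. The paper places Cdh4 beside Cdh8 as the most different cadherins. Here Cdh4 peaks at 12.5 dpc too, with -0.58 log2 from 12.5 to 13.5 dpc against -3.68 for Cdh8. Over the whole interval, which leaves out that peak, its log2 ratio is -0.13, smaller than that of most of the family. The 3 spots of Cdh4 disagree, from -1.41 to 0.68, and 1 is dim. Cdh8 is read from only 1 of its 3 spots, the one with the listed transcript, so the values of Cdh4 and Cdh8 are not built alike. The paper names only Wnt4 as strongly different in its family. Here Wnt10b is 5.33-fold higher too, but without the paper's filter on intensity, and whether Wnt10b would pass that filter was not analysed. The paper's text counts Hoxd13 among the most strongly lower Hoxd genes; here its log2 ratio is -0.43 from spots of opposite signs. Hoxd4 (7.7-fold lower) and Hoxd8 (4.02-fold) are lower here too, without the filter on intensity, and the paper's sentence does not name them. Of the measured Hox genes of groups 1 to 8, 1 could be matched to Additional file 2 by transcript accession. The paper has Hoxc5 higher by 13.5 dpc; here it is 1.67-fold higher, with opposite signs on the direct arrays. The paper has Gdf5 with a peak at 12.5 dpc. Here the 12.5 over 11.5 dpc ratio is within the technical error once the arrays are centred, and centring lowers the ratios of this step.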

Other observations

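No test was run for the values in this part, so none was chosen only after the result was seen; single genes outside the 10 largest differences of each kind were picked out of their lists after their values were seen. Ratios are log2 of 13.5 over 11.5 dpc unless another interval is given.

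Beyond the genes named with the paper's claims, the largest differences upward include Slc9a2 with 6.03, Cpa6 with 5.92, Scin with 5.74 and Sgms2 with 5.57, and those downward BC023719 with -5.43, Sft2d1 with -4.40, Lratd1 with -4.37 and Creb5 with -4.37. From 11.5 to 12.5 dpc, Tafa4 is 17.5-fold higher, Fgf5 19.7-fold and Scin 9.58-fold, while Prim2 has a log2 ratio of -4.06, and Rspo2 is 10.6-fold and Csrp1 6.97-fold lower. From 12.5 to 13.5 dpc, Sgms2 is 26.1-fold higher, Foxa2 25.2-fold and Nupr1 23.2-fold, while BC023719 is 22.2-fold lower and Cer1 12.0-fold.

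A level at 12.5 dpc at least 3-fold above both other time points is seen for 38 spots, 27 of them dim, and for 14 genes. Tafa4, S100a9, Gdf6 and Apela have it from spots that are not dim; Cxcl1, Tmigd1, S100a8, Klhl11, Igfbp1 and Eef1a2 have it from dim spots, with technical errors up to 1.54 for Cxcl1 and 1.83 for Igfbp1 in the step from 11.5 to 12.5 dpc. A level at 12.5 dpc at least 3-fold below both others is seen for 16 spots and 3 genes, among them Prim2. Of 1366 genes at least 3-fold different between any 2 time points, 1074 have their 12.5 dpc level between the others.

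Few genes of matrix turnover and adhesion pass 3-fold, although the medians of the laminins and of the metalloproteinases with their inhibitors stand at the 97.1 and 98.5 percentile of random lists. Of 10 laminins 1 is at least 3-fold higher (Lamb2 with 1.62; 0 without replicate 1 of 13.5 against 11.5 dpc), with a median of 0.44. Of 24 matrix metalloproteinases and their inhibitors, 2 are higher (Mmp9 and Timp1, 1.67 with spots that disagree) and 1 lower (Mmp11, -2.13), with a median of 0.34. Of 53 Adam and Adamts genes, 2 are higher (Adamts3 with 3.93 and Adam12 with 1.61 from dim spots that disagree), with a median of 0.15. Of 21 Eph receptors and ephrins, 3 are higher (Epha3 with 2.90 from spots that disagree, Epha2 with 2.27, Efnb1 with 1.79) and 1 lower (Epha7 with -3.03), with a median of -0.07 that is 0.10 without centring.

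Signalling lists go both ways. Of 14 hedgehog pathway genes, 2 are higher (Ihh and Dhh, 2.99) and 1 lower (Gas1), with a median of 0.26. Of 10 targets of FGF signals, 1 is lower (Dusp6 with -1.80; 0 without replicate 2 of 13.5 against 11.5 dpc), with a median of -0.20. Of 20 antagonists and targets of BMP and TGF-beta, 4 are higher (Fst with 2.38, Bambi with 1.85 and spots that disagree, Tgfb1 with 1.74, Ltbp2 with 1.65) and 1 lower (Grem1 with -3.28), with a median of 0.35. Of 17 Notch pathway genes, 2 are lower (Notch4 with -2.06, Notch3 with -1.66; 1 without replicate 2 of 13.5 against 11.5 dpc), with a median of -0.13 that is 0.04 without centring. Of 16 retinoic acid genes, 3 are higher (Cyp26a1 with 2.48, Aldh1a3 with 2.01, Stra6 with 1.65) and 2 lower (Crabp2 with -2.74, Aldh1a2 with -1.65; 1 lower without replicate 2 of 13.5 against 11.5 dpc and without replicate 1 of 13.5 against 12.5 dpc), with a median of 0.35. Of 19 inhibitors of cyclin-dependent kinases and p53 targets, 6 are higher, led by Cdkn1a with 4.02 and Cdkn2b with 3.20 (3 without replicate 1 of 13.5 against 11.5 dpc), and 1 is lower (Trp53inp1 with -2.23), with a median of 0.44 that is -0.07 in dye combination 2 alone. Of 28 genes of hypoxia and glycolysis, 2 are higher (Slc16a3 with 1.88, Aldoc with 1.79; 1 without replicate 1 of 13.5 against 11.5 dpc) and 2 lower (Egln3 with -2.36, Hif1a with -1.99), with a median of 0.06 that is -0.19 in dye combination 2 alone.

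Of 18 macrophage and leukocyte genes, 1 is lower (Mrc1 with -2.01, dim), with a median of -0.24. Of 16 genes of neurons and Schwann cells, 1 is higher (Mbp with 2.68), with a median of -0.02 that is 0.15 without centring. Of 18 genes of epidermis and ectodermal ridge, 1 is higher (Perp with 1.59) and 1 lower (Krt15 with -1.69), with a median of 0.05 that is -0.01 in dye combination 1 alone; Perp falls below 3-fold when replicate 1 of any of the 3 comparisons is left out. Of 7 sex-linked genes, 1 is lower (Xist), with a median of 0.44.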
